# Single nuclei RNA sequencing investigation of the Purkinje cell and glial changes in the cerebellum of transgenic Spinocerebellar ataxia type 1 mice

**DOI:** 10.3389/fncel.2022.998408

**Published:** 2022-11-15

**Authors:** Ella Borgenheimer, Katherine Hamel, Carrie Sheeler, Francisco Labrada Moncada, Kaelin Sbrocco, Ying Zhang, Marija Cvetanovic

**Keywords:** cerebellum, SCA1, Purkinje cells, Bergmann glia, oligodendrocytes, velate astrocytes

## Abstract

Glial cells constitute half the population of the human brain and are essential for normal brain function. Most, if not all, brain diseases are characterized by reactive gliosis, a process by which glial cells respond and contribute to neuronal pathology. Spinocerebellar ataxia type 1 (SCA1) is a progressive neurodegenerative disease characterized by a severe degeneration of cerebellar Purkinje cells (PCs) and cerebellar gliosis. SCA1 is caused by an abnormal expansion of CAG repeats in the gene *Ataxin1* (*ATXN1*). While several studies reported the effects of mutant ATXN1 in Purkinje cells, it remains unclear how cerebellar glia respond to dysfunctional Purkinje cells in SCA1. To address this question, we performed single nuclei RNA sequencing (snRNA seq) on cerebella of early stage *Pcp2-ATXN1[82Q]* mice, a transgenic SCA1 mouse model expressing mutant ATXN1 only in Purkinje cells. We found no changes in neuronal and glial proportions in the SCA1 cerebellum at this early disease stage compared to wild-type controls. Importantly, we observed profound non-cell autonomous and potentially neuroprotective reactive gene and pathway alterations in Bergmann glia, velate astrocytes, and oligodendrocytes in response to Purkinje cell dysfunction.

## Introduction

Glial cells play key roles required for normal brain function (Barres, 2008). These roles include maintaining homeostasis of ions, neurotransmitters, and water, providing neurotrophic and energy support, removal of unused synapses, and fast propagation of neuronal potentials (Kofuji and Newman, 2004; Parkhurst et al., 2013; Perea et al., 2014; Verkhratsky and Nedergaard, 2018). In most neurodegenerative diseases, glial cells undergo reactive gliosis: a process that includes gene expression, morphological, and functional changes (Burda and Sofroniew, 2014; Escartin et al., 2021). These glial changes have shown an active role in the pathogenesis of neurodegenerative diseases (Lobsiger and Cleveland, 2007; Sheeler et al., 2020). In some situations, reactive gliosis was beneficial by delaying and ameliorating pathogenesis, but reactive glia may also be harmful and can exacerbate neuronal dysfunction and disease pathogenesis (Heneka et al., 2014; Pekny et al., 2014; Kim et al., 2018). The neuroprotective or harmful nature of reactive glia likely depends on many factors including the stage of disease progression, the signaling that triggers gliosis, and glial gene expression changes.

Glia can become reactive in response to external and/or internal signaling. For instance, in all diseases, glia respond to neuronal dysfunction via external/non-cell autonomous signaling. Additionally, in some neurodegenerative diseases, mutant proteins are expressed within glial cells and can contribute to reactive changes in internal/cell-autonomous manner. Investigating internal (cell–autonomous) and external (non-cell-autonomous) reactive glial gene expression changes and their effect on neurons will lead to a better understanding of the pathogenesis of neurodegenerative diseases.

Spinocerebellar ataxia type-1 (SCA1) is a dominantly inherited neurodegenerative disorder caused by the abnormal expansion of CAG repeats in the *Ataxin-1* (*ATXN1)* gene (Orr et al., 1993). Expansion of 39 or more CAG repeats drives severe pathology of cerebellar Purkinje cells and cerebellar gliosis. SCA1 symptoms include loss of balance and coordination, swallowing and speech difficulties, impairments in cognition and mood, and premature death (Orr and Zoghbi, 2007; Jacobi et al., 2013; Rüb et al., 2013; Moriarty et al., 2016; Diallo et al., 2017, 2019). While *ATXN1*-targeting antisense oligonucleotides (ASOs) show promise in pre-clinical trials (Friedrich et al., 2018), there are currently no disease-modifying treatments available for SCA1. The lack of available treatment options highlights the need for increased understanding of SCA1 pathogenesis. This is particularly relevant when considering early disease stages where the development of effective therapies may lead to the delayed onset, reversal, or slowing of disease phenotypes.

Previous studies used mouse models of SCA1 to demonstrate that mutant ATXN1 causes gene expression changes in Purkinje cells. In addition, we have previously shown that glia undergo reactive gliosis in SCA1 mice and contribute to disease pathogenesis in a stage-of-disease dependent manner. Specifically, we found that glia are neuroprotective early and harmful late in SCA1 disease progression, thus suggesting that glial function could be a key therapeutic target for SCA1 (Kim et al., 2018). Our aim in this work was to investigate the underlying changes occurring in glia across the SCA1 cerebellum and, in doing so, to highlight key pathways that may be important for glial responses to PC dysfunction. To accomplish this, we used the transgenic SCA1 mouse model, *Pcp2- ATXN1[82Q]* line which expresses mutant ATXN1 only the cerebellar Purkinje cells (Burright et al., 1995). This allows us to specifically identify the non-cell autonomous pathways activated in glia by dysfunctional Purkinje cells without the confounding factor of gene expression changes driven by mutant ATXN1 expression within glial cells.”

To investigate gene expression changes at the cell-type level we used single-nuclei RNA sequencing. Bulk RNA sequencing has been useful for determining cerebellum-wide changes in the gene expression in SCA1 mouse models (Serra et al., 2004; Ingram et al., 2016a; Driessen et al., 2018). However, bulk RNA sequencing precludes the detection of transcriptional changes at the single-cell level and is also confounded by the possible change in the proportion of cell types (Klein et al., 2015; Lacar et al., 2016; Habib et al., 2017). Previous studies have shown advantages of single nuclei over single cell RNAsequencing. These include preservation of a larger number of cells across multiple subtypes, while minimizing the effects of cell dissociation on gene expression, and enriching for transcripts that are being actively transcribed *in vivo* (Lacar et al., 2016; Habib et al., 2017). Thus, we isolated nuclei from cerebella of SCA1 mice and wild-type controls, and used rigorous analysis to investigate gene expression changes in cerebellar Purkinje cells, and three types of cerebellar glia: Bergmann glia, velate astrocytes, and oligodendrocytes.

## Materials and methods

### Mice

The creation of the *Pcp2-ATXN1[82Q]* mice was previously described (Burright et al., 1995). We have backcrossed these mice onto the C57BL/6 background for 10 generations. As CAG repeats are unstable and tend to shrink in mice, we periodically sequence the CAG region to evaluate number of repeats (Gatchel and Zoghbi, 2005). At the time of experiments the average number of CAG repeats in our colony was 71. We used 12 week old *Pcp2-ATXN1[82Q]* mice and their littermate wild-type control mice. Animal experimentation was approved by the Institutional Animal Care and Use Committee (IACUC) of University of Minnesota and was conducted in accordance with the National Institutes of Health’s (NIH) Principles of Laboratory Animal Care (86–23, revised 1985), and the American Physiological Society’s Guiding Principles in the Use of Animals (National Research Council (Us) Committee for the Update of the Guide for the Care and Use of Laboratory Animals, 2011).

### Nuclei isolation

Nuclei for RNA sequencing were isolated using detergent mechanical lysis protocol as previously described (Matson et al., 2018). Briefly, frozen or fresh whole cerebellum was placed into 1.5mL tube with 500uL pre-chilled detergent lysis buffer [low sucrose buffer (LSB) (sucrose 0.32M, 10 mM HEPES, 5mM CaCl2, 3mM MgAc, 0.1mM EDTA, 1mM DTT) with 0.1% Triton-X] and the tissue was homogenized using a mechanical homogenizer. A 40um strainer was placed over a pre-chilled 50mL tube and pre-wetted with 1ml LSB. 1mL of LSB was added to the tube containing the crude nuclei in the lysis buffer and mixed gently by pipetting (2-3 times). Crude nuclei prep was next passed over the 40uM strainer into the pre-chilled 50mL tube, washed with 1 ml LSB, and centrifuged at 3,200 g for 10 min at 4C.

The pellet was resuspended in 3mL of LSB while gently swirling to remove the pellet from the wall, facilitating resuspension, and left on ice for 2 min. The suspension was transferred to an Oak Ridge tube and nuclei were homogenized in LSB for 15-30 s, all while keeping the sample on ice. Using a serological pipette, 12.5mL of density sucrose buffer (sucrose 1M, 10 mM HEPES, 3mM MgAc, 1mM DTT) was layered underneath the LSB homogenate, taking care not to create a bubble which would disrupt the density layer. Samples were then centrifuged at 3,200 g for 20 min at 4C and pelleted nuclei were resuspended in the resuspension solution (PBS, 0.4 mg/ml BSA, 0.2 U/μl RNAse inhibitor). Nuclei were filtered through a 40um pore-size strainer followed by a 30um and 20um pore-size strainers. A small sample of nuclei was pelleted and added to a slide with VectaShield with DAPI to verify single nuclei isolation under fluorescent microscope (Supplementary Figure 1). The nuclear suspensions were processed by the Genomic Core at the University of Minnesota using 10X Chromium 3′ GEX Capture to Library Preparation (Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 with Single Cell 3′ v3.1 Gel Beads and Chromium Next GEM Chip G).

### Sequencing and analysis

Library quality control was performed using the MiSeq system to estimate average numbers of nuclei per donor mouse. Then all nuclei from 6 donors were multiplexed and sequenced on two independent runs on the Illumina NovaSeq platform, using 1 full lane of S4 chip each time. Sequencing depth ranges from ∼41,000 to ∼120,000 reads per nuclei. Raw, demultiplexed fastq files were analyzed by CellRanger (v5.0.1) using reference genome mm10 (refdata-gex-mm10-2020-A, with the addition of human ATXN1 gene locus), with the option that allows alignment to un-spliced pre-mRNAs (–include-introns). The raw UMI count matrix was cleaned via DIEM algorithm (Alvarez et al., 2020). In summary, DIEM models cell debris using cells with less than 1,000 UMI detected (min_counts = 1,000). In case of overfitting, we increased the threshold to 3,000 (only for the two samples sequenced in the first NovaSeq run). Then the debris scores were manually inspected to exclude true debris. The cleaned gene count table per donor was analyzed with R (v4.1.0) package Seurat (v 4.0.4) for cell type clustering and visualization. Further cell type identification was accomplished with SingleR (v 1.6.1) using DropViz (Saunders et al., 2018). Cerebellum MetaCells reference. We assigned cell types by requiring the same Seurat cluster and the same SingleR annotation.

For identified cell types of Bergmann Cells, Velate Astrocytes, Granule Neurons, Purkinje Neurons, and Oligodendrocytes, scran (v 1.20.1) was used to normalize the single cell expression matrix, followed by limma-trend (v 3.48.3) to test for differential gene expression. Sample batches were considered as an independent factor in the design matrix of the statistical test (design = ∼ genotype + batch). P values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted p-values of 0.05. The lists of differentially expressed genes from different cell types were further analyzed for GO term enrichment using ClusterProfiler (v 4.0.5). Detailed information on the code we used can be found at https://github.com/yingzhang121/snSeq_SCA1.

Visualization of the results was generated using various R packages, including Seurat, ClusterProfiler, enrichplot (v 1.12.2), and ggplot2 (v 3.3.5).

Data is deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215336. To review GEO accession GSE215336 before it becomes public (when results are accepted for publication) please enter token ibqzeqsivrodhkr into the box.

### Immunofluorescent staining

IF was performed on a minimum of six different floating 45-μm-thick brain slices from each mouse (six technical replicates per mouse per region or antibody of interest) as we have previously described (Sheeler et al., 2021). We used primary antibody against DNER (Invitrogen, PA5-99872). Confocal images were acquired using a confocal microscope (Olympus FV1000, Leica Stellaris 8) using a 20X oil objective. Z-stacks consisting of twenty non-overlapping 1-μm-thick slices were taken of each stained brain slice per brain region (i.e., six z-stacks per mouse, each taken from a different brain slice). The laser power and detector gain were standardized and fixed between mice, and all images for mice within a cohort were acquired in a single imaging session to allow for quantitative comparison. To quantify relative intensity of staining we measured the average signal intensity in the region of interest that included PCs soma and dendrites.

### Reverse transcription and quantitative polymerase chain reaction (RTqPCR)

Total RNA was extracted from dissected mouse cerebella, medulla, and hippocampus using TRIzol (Life Technologies), and RT-qPCR was performed as described previously (Lobsiger and Cleveland, 2007). We used IDT Primetime primers for the following genes: *Ptch2*, *Dner* and *Gli*. Relative mRNA levels were calculated using 18S RNA as a control and wild-type mice as a reference using 2^–ΔΔ^*^Ct^* as previously described (Lobsiger and Cleveland, 2007).

### Statistics

Wherever possible, sample sizes were calculated using power analyses based on the standard deviations from our previous studies, significance level of 5%, and power of 90%. For RNA sequencing data, limma-trend (v 3.48.3) was used to test for differential gene expression. Sample batches were considered as an independent factor in the design matrix of the statistical test (design = ∼ genotype + batch). P values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted p-values of 0.05. For all other results, statistical tests were performed with GraphPad Prism 7.0 (GraphPad Software Inc.). Data was analyzed using unpaired Student’s t-test with Welch’s correction (RTqPCR of cerebellar mRNA from wild-type and *Pcp2-ATXN1[82Q]* mice in Supplementary Figures 2, 4A, 6B, and intensity of DNER staining in Supplementary Figure 4D), and two-way ANOVA (cell type and genotype) followed by the Sidak’s multiple comparison test (relative abundance of each cell type in wild-type and *Pcp2-ATXN1[82Q]* mice, Figure 1C) or Tukey’s multiple comparison test (percentage of cerebellar cell types expressing endogenous mouse *Atxn1[2Q]* or transgenic human *ATXN1[82Q]* in wild-type and *Pcp2-ATXN1[82Q]* mice, Supplementary Figure 3). Outliers were determined using GraphPad PRISM’s Robust regression and Outlier removal (ROUT) with a Q = 1% for non-biased selection. Raw data and exact p values are provided in Supplementary Tables 1–4.

**FIGURE 1:**
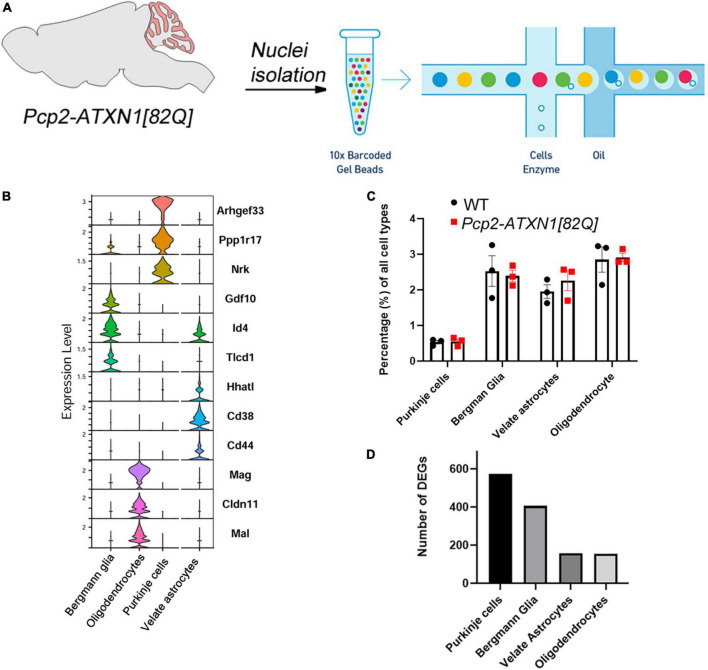
Experimental schematics, cell composition and DEGs per cell type in *Pcp2*-*ATXN1[82Q]* mice. **(A)** Schematic pipeline of SCA1 snRNA-seq and analysis of mouse (*N* = 6 mice) cerebellum (WT *N* = 3, *Pcp2- ATXN1[82Q]* SCA1 *N* = 3). Individual nuclei were isolated from the cerebella of 12 weeks old *Pcp2- ATXN1[82Q]* mice and wild-type littermate controls (*N* = 3 of each). After passing library QC nuclei were sequenced on Illumina NovaSeq platform. **(B)** Normalized violin plots showing expression of cell type-specific marker genes for each mouse cluster to evaluate cell type annotation. 47,894 high-quality, snRNAseq profiles were imported into Seurat for clustering analysis and nuclei were classified into the cell types with SingleR (v 1.6.1) using DropViz Cerebellum MetaCells reference. **(C)** Relative proportions of cell types in WT and SCA1 mice. Average percentages of Purkinje cells (PC), Bergman Glia (BG), velate astrocytes (VA), and oligodendrocytes in *Pcp2- ATXN1[82Q]* mice and wild-type littermate controls (*N* = 3 of each) were calculated as percentage of total cells. Data is presented as mean ± SEM with average values for each mouse represented by a dot. Two-way ANOVA with Sidak’s multiple comparison did not detect any significant difference between *Pcp2- ATXN1[82Q]* mice and wild-type littermate controls (Supplementary Table 2). **(D)** Total number of differentially expressed genes (DEG) in each cell type. *P* values were adjusted using Benjamini-Hockberg method. Significant differential gene expression was determined by an adjusted *p*-values ≤ 0.05.

## Results

### Mutant ATXN1 expression in Purkinje cells does not alter proportions of cerebellar cells

In this study, we sought to determine the non-cell autonomous reactive gene expression changes in cerebellar glia in response to mutant ATXN1-driven Purkinje cell dysfunction. To ensure that glial cells are affected solely in response to neuronal dysfunction and not because of cell-autonomous expression of expanded ATXN1, we have used a Purkinje cell specific transgenic mouse model of SCA1, *Pcp2-ATXN1[82Q]* mice (Burright et al., 1995). In these mice, mutant *ATXN1* with 82 CAG repeats is selectively expressed under *Purkinje cell protein 2 (Pcp2)* promoter in cerebellar Purkinje cells. We chose to examine glial changes at 12 weeks of age to capture an early stage of SCA1 pathology when disease is still reversible (Zu et al., 2004) and as such therapeutically noteworthy.

Previous bulk RNA sequencing studies showed significant gene expression changes underlying PC dysfunction in the cerebella at 12 weeks, but no detectable PC death (Ingram et al., 2016b; Mellesmoen et al., 2018). We have confirmed that many of these genes, which are considered representative of Purkinje cell pathology in SCA1 by the field, are changed in cerebella of our mice at this time point. These include *Calbindin 1(Calb1)*, *Purkinje cell protein 4* (*Pcp4)*, *Regulator of G protein signaling (Rgs8)*, *inositol 1,4,5-trisphosphate receptor* (*ITPR)*, *inositol polyphosphate-5-phosphatase (Inpp5)* and *GTPase Activating Rap/RanGAP Domain Like 3 (Garnl3)* (Ingram et al., 2016b). All of these genes were significantly downregulated in our 12 week old mice, indicating that molecular aspects of mutant ATXN1 on PCs were easily detectable in bulk tissue (Supplementary Figure 2 and Supplementary Table 1).

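Single nuclei RNA sequencing counts the transcripts captured from each nucleus in a droplet, where every captured transcript carries a unique molecular identifier (UMI), so that copies made during amplification are counted once. The *Pcp2-ATXN1[82Q]* mice (SCA1 mice below) carry human *ATXN1* with an expanded CAG repeat under the *Pcp2* promoter, which is active in Purkinje cells. Whole cerebella of 3 SCA1 and 3 wild-type (WT) mice aged 12 weeks were used, with 1 library per mouse. The authors aligned the reads to the mouse genome mm10 with the human *ATXN1* locus added, counted reads on exons and introns, removed debris and kept the whole-number UMI counts of each gene in each nucleus. The counts summed to 98366627, 40816967 and 53907540 UMIs in SCA1 mice 1, 2 and 3 and to 98057955, 18916647 and 28205217 UMIs in WT mice 1, 2 and 3. The median nucleus held 7100, 4496 and 6302 UMIs in the SCA1 mice and 7253, 2246.5 and 6680.5 in the WT mice. The paper gives its depth as sequenced reads per nucleus, while all values below use UMIs. SCA1 mouse 1 and WT mouse 1 were taken as the first of the paper's 2 sequencing runs (batch 1) and the other mice as the second (batch 2), an assignment inferred from the numbers of the libraries. For tests across genes, the UMIs of all nuclei of a cell type were summed per mouse, since nuclei of one mouse are not independent replicates. These sums were compared with edgeR's quasi-likelihood test, with batch and genotype as terms and Benjamini-Hochberg adjustment of p over all genes tested. Levels are counts per 1000000 UMIs (CPM) scaled with edgeR's TMM factors and are given as mean ± SD over n = 3 mice of each genotype, and fold changes are those of the fit. The test of the paper's methods, limma-trend on scran-normalized values of single nuclei with the same terms, was also run, and it takes each nucleus as a replicate. Its log2 fold changes are differences between means of log2 values per nucleus, with 1 added before the log. Those on mouse sums compare summed counts, so sizes on nuclei and on sums are not on the same scale. For genes raised by 1.5 in simulated PC nuclei, this test gave a median of 1.11, and edgeR on simulated sums 1.51. Percentages of nuclei were compared with two-sided exact permutation tests, in which 3 mice against 3 cannot give a p below 0.1.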

To investigate the gene expression changes attributable to specific cell types, we isolated individual nuclei from the cerebella of six 12 week old SCA1 and littermate control mice (Figure 1A and Supplementary Figure 2). Nuclei were captured and barcoded followed by single nuclei RNA sequencing (snRNAseq, Figure 1A; Klein et al., 2015; Zilionis et al., 2017). 

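After the authors' removal of debris, the SCA1 mice had 10897, 7215 and 6834 nuclei and the WT mice 10463, 6710 and 3354 nuclei, 45473 in all. The shallowest nucleus held 3890 UMIs in SCA1 mouse 1 and 3932 in WT mouse 1, against 1739, 1467, 1000 and 1053 UMIs in SCA1 mice 2 and 3 and WT mice 2 and 3. Nuclei of under 3000 UMIs numbered 4784 in WT mouse 2 and 1104 in SCA1 mouse 2, but 204 in SCA1 mouse 3, 170 in WT mouse 3 and 0 in the mice of batch 1. The median number of genes detected per nucleus was 3087, 2190 and 2471 in the SCA1 mice and 3173, 1360 and 2524.5 in the WT mice. No nuclei were removed as doublets beyond what the authors had removed.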

After removing debris nuclei using semi-supervised machine learning classifier Debris Identification using Expectation Maximization (DIEM) (Alvarez et al., 2020), we identified a total of 47,894 high-quality, snRNAseq profiles. They were imported into Seurat for clustering analysis and visualization. 

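A nucleus was taken as a cell type where the authors' SingleR label and the most frequent label of its Seurat cluster in that mouse were the same, which held for 43541 nuclei. This gave 273 Purkinje cell (PC) nuclei, 1126 Bergmann glia (BG) nuclei, 1006 velate astrocyte (VA) nuclei, 1344 oligodendrocyte (OL) nuclei and 36979 granule neuron nuclei. PC nuclei were the deepest, with a median of 38208 UMIs, against 8463 in BG, 7394 in VA, 6418 in OL and 5897 in granule neurons. *Gdf10*, a BG gene, had a UMI in 63.7% of BG but in 9.44% of VA nuclei, and *Aqp4* had one in 95.4% of VA and 73.4% of BG nuclei. *Mog* was seen in 92.1% of OL nuclei and *Gabra6* in 93.3% of granule neurons. The PC gene *Pcp2* had a UMI in 99.3% of PC nuclei, but also in 65.5% of granule neurons, at 663 against 285 CPM.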

We then classified nuclei into the cell types with SingleR (v 1.6.1) using DropViz Cerebellum MetaCells reference (Saunders et al., 2018; Figure 1B).

First, we wanted to determine whether cellular composition of the cerebellum is altered in SCA1, e.g., whether expression of mutant ATXN1 in Purkinje cells leads to the relative increase or decrease in the numbers of the main cerebellar cell types, including Purkinje cells (PCs), Bergmann glia (BG), velate astrocytes (VA) and oligodendrocytes (OL). We calculated the percentage of each of these cell types by dividing the number of nuclei identified as a specific cell type by the total number of nuclei. 

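PC nuclei were the fewest, with 64, 49 and 28 nuclei in SCA1 mice 1, 2 and 3 and 69, 34 and 29 in WT mice 1, 2 and 3. As a share of all nuclei of the mouse, with the exact 95% binomial confidence interval, this was 0.587% (0.453 to 0.749%), 0.679% (0.503 to 0.897%) and 0.410% (0.272 to 0.592%) in the SCA1 mice. In the WT mice it was 0.659% (0.513 to 0.834%), 0.507% (0.351 to 0.707%) and 0.865% (0.580 to 1.24%). These intervals cover counting error only. BG nuclei numbered 307, 175 and 147 in the SCA1 and 284, 132 and 81 in the WT mice, VA nuclei 281, 180 and 117 and 248, 117 and 63, and OL nuclei 342, 220 and 188 and 350, 142 and 102.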

Comparing *Pcp2-ATXN1[82Q]* and wild-type mice, we have not found statistically significant difference in the relative percentages of Purkinje cells (0.55 ± 0.068 vs. 0.53 ± 0.052), Bergmann glia (2.39 ± 0.16 vs. 2.52 ± 0.43), velate astrocytes (2.26 ± 0.28 vs. 1.95 ± 0.19), nor oligodendrocytes (2.91 ± 0.12 vs. 2.85 ± 0.35) indicating that at this early disease stage we cannot detect a change in the cerebellar cell type composition in *Pcp2-ATXN1[82Q]* mice (Figure 1C and Supplementary Table 2).

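PCs made up 0.559% ± 0.137 in SCA1 and 0.677% ± 0.180 in WT mice (p = 0.500) (SD, n = 3 mice of each genotype; two-sided exact permutation test). BG made up 2.46% ± 0.335 in SCA1 and 2.37% ± 0.376 in WT mice (p = 0.700), VA 2.26% ± 0.478 in SCA1 and 2.00% ± 0.330 in WT mice (p = 0.500) and OL 2.98% ± 0.203 in SCA1 and 2.83% ± 0.640 in WT mice (p = 0.800), by the same exact test. Each difference was smaller than the spread between mice of one genotype. Within batch 1, the SCA1 mouse differed from the WT mouse by -0.0721 percentage points for PCs, 0.103 for BG, 0.208 for VA and -0.207 for OL. Within batch 2, the difference of the means was -0.141 percentage points for PCs, 0.0971 for BG, 0.292 for VA and 0.321 for OL, so that the sign for OL depended on the batch. The alternative that moved the percentages most was to count only nuclei of at least 3000 UMIs, which leaves 0.598% PCs in SCA1 and 1.07% in WT mice.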

Additionally, we determined which cerebellar cells express wild-type mouse and mutant human *ATXN1.* We found that endogenous wild-type mouse *Atxn1[2Q]* is expressed in PCs, BG, VA, and OL (Supplementary Figure 3A and Supplementary Table 3). Furthermore, mutant human *ATXN1[82Q]* is expressed only in PC cells in *Pcp2- ATXN1[82Q]* mice, confirming the Purkinje cell expression specificity of this line (Supplementary Figure 3B and Supplementary Table 4). Additionally, no mutant human *ATXN1* expression was found in any cell type in wild-type littermate control mice.

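At least 1 UMI of mouse *Atxn1* was found in 89.3% ± 17.2 of SCA1 and 81.9% ± 11.6 of WT PC nuclei (SD, n = 3 mice of each genotype), in 86.3% ± 9.39 of SCA1 and 84.3% ± 16.6 of WT BG, in 77.9% ± 11.4 of SCA1 and 70.5% ± 15.4 of WT VA and in 45.3% ± 9.22 of SCA1 and 40.4% ± 17.1 of WT OL nuclei. No difference between genotypes was larger than the spread between mice (two-sided exact permutation tests, p = 0.500 in PCs, 1 in BG, 0.600 in VA and 0.900 in OL). In granule neurons the share was 83.7% in SCA1 and 80.2% in WT mice. A share with a UMI grows with depth, so each nucleus was also thinned to 3000 UMIs, which leaves out 1 SCA1 and 4 WT PC nuclei, 14 and 53 BG, 23 and 67 VA and 37 and 97 OL nuclei. At this depth the shares were 47.2% ± 4.43 of SCA1 and 33.4% ± 0.949 of WT PC nuclei, 63.7% of SCA1 and 64.6% of WT BG nuclei, 54.6% and 56.3% of VA nuclei and 30.6% and 30.1% of OL nuclei. In PCs, each SCA1 mouse then lay above each WT mouse (exact permutation test, p = 0.1, the smallest that this design allows), while over all UMIs mouse *Atxn1* had a log2 fold change of 0.32 in PCs (SE 0.237, adjusted p = 0.942, edgeR).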

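In SCA1 mice 1, 2 and 3, 15.6%, 20.4% and 39.3% of PC nuclei had a UMI of human *ATXN1*, 25.1% ± 12.5 (SD, n = 3), against 0 of 132 WT PC nuclei (two-sided exact permutation test, p = 0.100, the smallest that 3 mice against 3 allow). In other cell types of the SCA1 mice a UMI was found in 2 of 629 BG, 7 of 578 VA, 1 of 750 OL and 112 of 20201 granule neuron nuclei. As means over mice these were 0.217% ± 0.376 of BG, 1.43% ± 0.964 of VA, 0.152% ± 0.262 of OL and 0.575% ± 0.129 of granule neuron nuclei. SCA1 PC nuclei had a median of 37046 UMIs and SCA1 granule neurons 5950 UMIs. Thinned to 3000 UMIs per nucleus, 2.93% of SCA1 PC nuclei (1 left out) and 0.298% of SCA1 granule neurons (1159 left out) had a UMI. The VA share lay above that of granule neurons in SCA1 mice 2 and 3 but below it in SCA1 mouse 1, and rests on 7 nuclei.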

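None of the 132 WT PC nuclei had a UMI of human *ATXN1*, which allows a share of up to 2.27% of nuclei with a UMI. Among WT glia, 1 of 497 BG, 1 of 428 VA and 1 of 594 OL nuclei had one. In WT granule neurons 55 of 16778 nuclei did, with 57 UMIs in all, or 0.364% ± 0.128 of nuclei (SD, n = 3 mice). Two-sided exact permutation tests of SCA1 against WT mice gave p = 1 in BG, 0.200 in VA, 1 in OL and 0.200 in granule neurons.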

### Selective expression of mutant ATXN1 in Purkinje cells causes significant gene expression changes in cerebellar glia

Most gene expression studies to date have focused on understanding how mutant ATXN1 affects Purkinje cells. 

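*Calb1*, *Rgs8*, *Inpp5a* and *Garnl3* are genes of PC pathology that the paper names in this context. *Rgs8* (ENSMUSG00000042671, chromosome 1 of GRCm38 from 153653025 to 153700323, forward strand) had 344 ± 78.1 CPM in SCA1 and 735 ± 71.3 CPM in WT PCs (SD, n = 3), a log2 fold change of -1.10 (SE 0.219, adjusted p = 0.128), with every SCA1 mouse below every WT mouse. *Garnl3* fell by 0.77 on the log2 scale (SE 0.252, adjusted p = 0.438) and *Calb1* fell by 0.42 (SE 0.217, adjusted p = 0.789), also with all SCA1 mice below all WT mice. *Inpp5a* fell by 0.57 (SE 0.252, adjusted p = 0.707) with overlapping mice. DESeq2 on the same sums gave adjusted p of 0.000812 for *Rgs8*, 0.0343 for *Garnl3*, 0.489 for *Inpp5a* and 0.684 for *Calb1*. Taking nuclei as replicates, limma-trend gave adjusted p of 1.61e-07, 3.50e-07, 0.0101 and 1.42e-05. In granule neurons of the same mice the log2 fold changes were -0.74 for *Rgs8*, -0.52 for *Calb1*, -0.32 for *Inpp5a* and 0.035 for *Garnl3*. The difference between PCs and granule neurons, tested as an interaction, had a log2 size of -0.86 for *Garnl3* and -0.42 for *Rgs8* (adjusted p = 0.662 and 1.00).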

Here we confirmed that many of the genes considered representative of Purkinje cell-specific pathology are indeed uniquely changed in Purkinje cells. In addition, we investigated gene expression changes in BG, VA and OL in response to PC pathology. Using differential gene expression (DEG) analysis, we identified genes altered in each of these four cell types. 

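Genes with enough counts for the test (edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15) numbered 9769 in PCs, 10755 in BG, 10536 in VA and 10677 in OL. Counts were simulated with the pooled means and library sizes of these mice, and 200 genes were changed by 1.5 on the log2 scale. The test called 83.9% of the changed genes tested in PCs, 78.0% in BG, 83.2% in VA and 64.1% in OL. All genes of a cell type had a single spread in the simulation, which held no difference between batches. These shares may therefore be too high for the measured counts, and a lack of DEGs does not exclude changes of this size. In the measured counts, all SCA1 mice lay on one side of all WT mice for 1018 of the tested genes in PCs (10.4%), 542 in BG (5.04%), 493 in VA (4.68%) and 379 in OL (3.55%). Chance gives 10% for 3 mice against 3 if all mice are exchangeable. Mice of both genotypes share each batch, so that 10% may be too high a reference here.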

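On the sums per mouse, edgeR called 1 DEG at an adjusted p of at most 0.05 in PCs (*Hs6st3*), and 0 in BG, VA and OL. At an unadjusted p under 0.05 it gave 684 genes in PCs, 221 in BG, 115 in VA and 85 in OL. If p were spread evenly, a share of 0.05 of the genes tested would lie there. PCs had more than this, but BG, VA and OL had fewer, also in the interactions below. The p in glia may therefore be too large, and these counts are no sign of changes just short of the threshold. DESeq2 on the same sums called 81 DEGs in PCs, 3 in BG, 0 in VA and 1 in OL. Without the filter on low counts, edgeR called 226 DEGs in PCs, 16 in BG, 4 in VA and 4 in OL. With each mouse left out in turn, edgeR called 0 to 8 DEGs in PCs, 0 to 1 in BG, 0 to 4 in VA and 0 to 1 in OL. With the replicate number as a block, it called 189 in PCs, 7 in BG, 2 in VA and 0 in OL. Whether a gene changed differently in a cell type than in granule neurons of the same mice was tested as an interaction. This called 1 gene in PCs (*Hs6st3* again) and 0 in BG, VA and OL, where 209, 243 and 159 genes had an unadjusted p under 0.05 and DESeq2 called 1, 0 and 1.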

We found that each cell type is uniquely affected by ATXN1-driven PC dysfunction and demonstrate different numbers of DEGs (Figure 1D). 

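With nuclei taken as replicates, limma-trend called 551 DEGs among 21175 genes in 273 PC nuclei, and 402 among 21681 genes in 1126 BG nuclei. The same test was run between mice of one genotype and one batch, where no difference of genotype exists. Between SCA1 mice 3 and 2 it called 1540 genes in PCs and 1648 in BG, and between WT mice 3 and 2 it called 67 genes in PCs and 510 in BG. The median depth of BG nuclei was 8506 UMIs in SCA1 and 8298 in WT mice.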

Remarkably, BG and PCs had a comparable number of DEGs (575 and 406, respectively) at 12 weeks despite the fact that mutant ATXN1 is expressed only in PCs in these mice. These significant non-cell autonomous transcriptional alterations in BG may suggest that BG are highly sensitive to perturbation in PCs. Additionally, VA and OL had a notable number of DEGs (157 and 155, respectively, Figure 1D). These results indicate that BG, VA and OL all respond to mutant ATXN1 induced dysfunction in PCs.

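The test on nuclei called 138 DEGs among 21396 genes in 1006 VA nuclei and 193 among 21396 genes in 1344 OL nuclei. Between SCA1 mice 3 and 2 it called 1321 genes in VA and 1748 in OL, and between WT mice 3 and 2, 340 and 1211.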

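Granule neurons of the same libraries show how much of a change is shared by other cells. Of the DEGs called on nuclei that could be tested in all comparisons, 75.1% in BG, 85.6% in VA and 81.7% in OL had the same sign of change in granule neurons, against 73.5% in PCs. Over all tested genes the same sign was seen for 60.3% in BG, 60.2% in VA, 60.8% in OL and 57.7% in PCs. Across these DEGs, the log2 fold changes in a cell type and in granule neurons correlated with r = 0.731 in BG, 0.713 in VA, 0.846 in OL and 0.389 in PCs, a correlation across genes, which are not independent replicates. From the numbers of DEGs in glia, the paper concludes that BG, VA and OL respond to the dysfunction of PCs.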

### Single-nuclei analysis confirms previously identified gene expression changes in Purkinje cells and identifies novel and potentially compensatory genes

Previous studies described different sub-populations of PCs based on gene expression profiles and cellular physiology (Zhou et al., 2014; Kozareva et al., 2020). Moreover, several studies have indicated that SCA1 pathology is not uniform across the cerebellum (White et al., 2021). However, most of our understanding of mutant ATXN1 gene expression changes in Purkinje cells is derived from bulk RNA sequencing analysis. This prevents any identification of altered pathology in different sub-types of Purkinje cells which may be more vulnerable or disease resistant (Serra et al., 2004; Ingram et al., 2016b). To address this, we analyzed gene expression changes in PCs and compared the results to previously reported transcriptional alterations in SCA1.

We identified 575 DEGs in Purkinje cells (false discovery rate adjusted p value p.adj/q < 0.05), 56% of which were downregulated and 44% upregulated (Figure 2A). This prevalence of downregulated genes is consistent with previous results and is generally thought to reflect the direct repressive effect of mutant ATXN1 on PC gene transcription (Ingram et al., 2016b).

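Over the genes tested in PCs, the 3 SCA1 mice lay above the 3 WT mice for 505 genes and below them for 513. Among the DEGs called on mouse sums by DESeq2, 16 were higher and 65 lower in SCA1 PCs, and without a filter on low counts edgeR called 78 higher and 148 lower. With the filter, edgeR called 1 higher and 0 lower, and 4 higher and 0 lower when scaled by library size only. With nuclei as replicates, 223 DEGs were higher and 328 lower (59.5% lower). The first 1999 of the 19505 rows of the paper's Supplementary Table 5 were held, and for 1994 of their genes the log2 fold changes computed on nuclei differed from the paper's by a median of 0.00521.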

**FIGURE 2:**
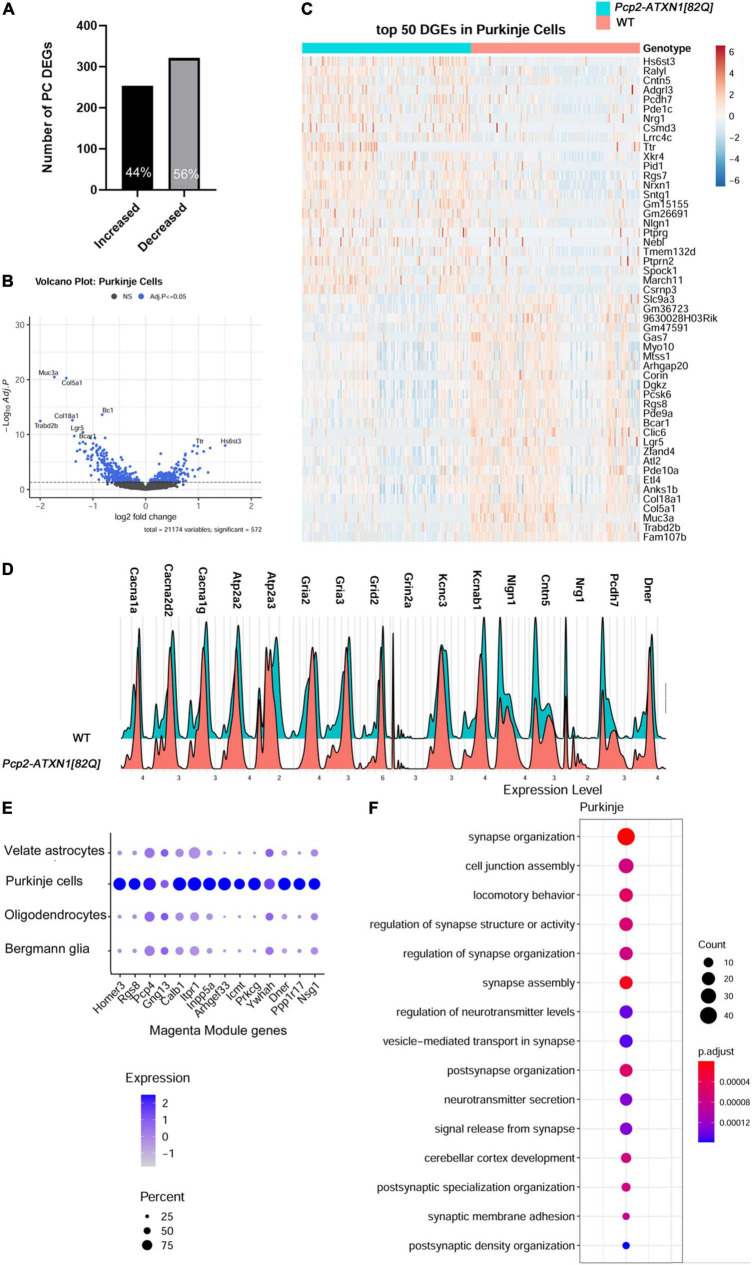
Single nuclei analysis identifies SCA1 disease associated transcriptional changes in Purkinje cells. For identified Purkinje Neurons, limma was used to test differential gene abundance between control and *Pcp2-ATXN1[82Q]* samples. *N* = 3 mice of each genotype. *P* values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted p-values of 0.05. **(A)** Number of upregulated and downregulated differentially expressed genes (DEGs) in PCs. **(B)** Volcano plot showing DEGs of PC cluster in *Pcp2-ATXN1[82Q]* SCA1. **(C)** Heatplot displaying expression profiles of top 25 highest upregulated and downregulated PC DEGs in wild-type and *Pcp2-ATXN1[82Q]* samples determined by logFC values with adjusted *p*-values ≤0.05. *N* = 3 mice of each genotype. **(D)** Ridgeplot showing distribution of expression of selected genes in wild-type and *Pcp2-ATXN1[82Q]* Purkinje cells. **(E)** Dot plot of the differential expression of Magenta genes in Purkinje cells, Bergmann glia, velate astrocytes and oligodendrocytes with color of dot depicting expression and size of the dot depicting percentage of cells. All selected genes had adjusted *p*-value ≤ 0.05. **(F)** Pathway analysis of total DEGs between WT and *Pcp2-ATXN1[82Q]* PCs at 12 weeks of age. The color of dots depicts the adjusted *p* values, radius of the dot depicts gene counts (number of genes in the enriched pathway).

Among the top ten upregulated genes were genes known for their roles in neurodevelopment including *Heparan Sulfate 6-O-Sulfotransferase 3* (*Hs6st3*), *Adhesion G Protein-Coupled Receptor L3* (*Adgrl3*), *Contactin 5* (*Cntn5*), and *Neuregulin 1* (*Nrg1*) (Mei and Xiong, 2008; Cocchi et al., 2016; El Hajj et al., 2017; Moon and Zhao, 2021). In addition, SCA1 PCs had increased expression of *RALY RNA Binding Protein-like (Ralyl)*,which is known as an Alzheimer’s disease cognitive reserve gene (Zhang et al., 2020) (Figures 2A–C).

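*Hs6st3* (ENSMUSG00000053465, chromosome 14 of GRCm38 from 119138341 to 119869815, forward strand) had 399 ± 129 CPM in SCA1 and 56.1 ± 5.41 CPM in WT PCs (SD, n = 3), with 296, 358 and 544 CPM in SCA1 mice 1, 2 and 3. Its log2 fold change was 2.78 (SE 0.258, adjusted p = 0.00679) and stayed between 2.54 and 3.04 with each mouse left out in turn. It was not past the threshold without SCA1 mouse 1 (adjusted p = 0.0730) or without WT mouse 1 (adjusted p = 0.0613), nor with the SingleR label alone, an alternative chosen after the data had been seen (log2 fold change 2.37, adjusted p = 0.0528). In granule neurons its log2 fold change was 0.22, and the difference between both cell types was 2.48 (interaction, adjusted p = 0.0313). *Cntn5* had 566 ± 131 CPM in SCA1 and 263 ± 126 CPM in WT PCs, a log2 fold change of 1.10 (SE 0.329, adjusted p = 0.372) with all SCA1 mice above all WT mice. *Nrg1* rose by 1.09 (SE 0.537, adjusted p = 0.763) and *Adgrl3* by 0.81 (SE 0.562, adjusted p = 0.928), both with overlapping mice, and *Nrg1* passed the threshold only without WT mouse 3 or without the filter on low counts. On nuclei, the log2 fold changes were 1.47 (adjusted p = 2.14e-08) for *Hs6st3*, 1.06 (adjusted p = 4.34e-07) for *Adgrl3*, 1.11 (adjusted p = 0.00295) for *Cntn5* and 0.95 (adjusted p = 9.76e-08) for *Nrg1*. Of the 39 genes that the paper names for PCs, 1 passed over all genes tested, and 19 passed when adjusted over the list alone, which is not independent evidence, since the paper chose these genes on the same mice. All 39 had the same sign on mouse sums and on nuclei.

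**Figure D1:**
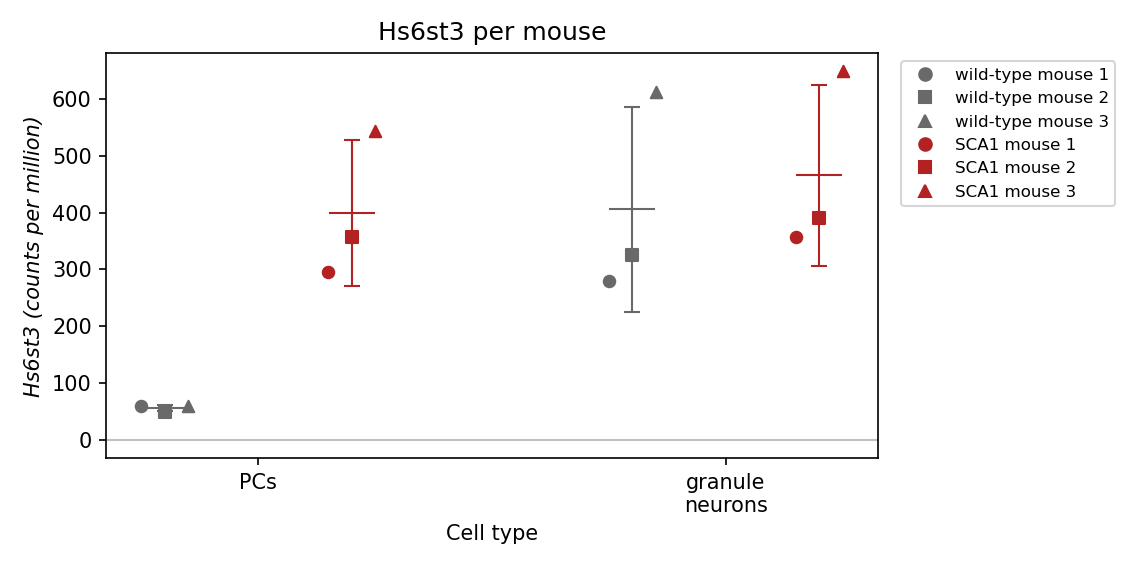
Level of *Hs6st3* in CPM for each mouse (points), with the mean and SD of the 3 mice of each genotype (bars), in PCs and in granule neurons. In PCs the lowest SCA1 mouse, at 296 CPM, lies above all WT mice, while in granule neurons the genotypes overlap.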

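*Ralyl* (ENSMUSG00000039717, chromosome 3 of GRCm38 from 13471655 to 14182287, forward strand) had 587 ± 69.8 CPM in SCA1 and 363 ± 148 CPM in WT PCs (SD, n = 3), a log2 fold change of 0.69 (SE 0.307, adjusted p = 0.707). Every SCA1 mouse lay above every WT mouse, but the fold change ranged from 0.34 to 1.02 with each mouse left out in turn. It did not pass the threshold over the genes named for PCs alone (p adjusted over these genes, 0.0821). Counting each nucleus as a replicate gave 1.22 (adjusted p = 2.90e-08), and in granule neurons the log2 fold change was 0.19.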

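Among genes of synaptic vesicles, *Atp6v0a1* had 190.4 ± 7.14 CPM in SCA1 and 154 ± 10.4 CPM in WT PCs (SD, n = 3), with all SCA1 mice above all WT mice and a log2 fold change of 0.31 (SE 0.181, adjusted p = 0.868). The fold changes of *Atp6v0c*, *Atp6v1h* and *Slc32a1* were 0.53, 0.25 and 0.32 (SE 0.371, 0.223 and 0.289), with overlapping mice and adjusted p of 0.932, 0.982 and 0.986. On nuclei, the adjusted p were 0.0250 for *Atp6v0c*, 0.0418 for *Atp6v0a1*, 0.00946 for *Slc32a1* and 0.0543 for *Atp6v1h*.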

We also found increased expression of synaptic vesicle genes encoding for vacuolar V-type ATP-ase subunits (*Atp6v0c*, *Atpgv0a1*, and *Atp6v1h*) that provide energy in the form of ATP to fuel transport of neurotransmitters into synaptic vesicles and *Solute carrier family 32a1 (Slc32a1)*, encoding vesicular GABA transporter VGAT (Vesicular GABA and Glycine Transporter). Increased expression of genes providing energy for GABA transport into vesicles as well as increased expression of vesicular GABA transporter could potentially result in higher GABA content per vesicle and increased GABA release from SCA1 PCs.

Previous work has demonstrated marked changes in PC firing in SCA1 which indicate dysfunctions in signaling and cellular physiology (Bushart et al., 2021). In keeping with this, we observed a proportion of gene expression changes suggestive of PCs reduced ability to respond to stimuli. This is indicated by the downregulated expression of genes encoding extracellular matrix proteins (*Mucin3a* (*Muc3a)*, *Collagen type 5 alpha1 (Col5a1)*, *Collagen Type 8 Alpha 1 (Col18a*) (Tsai et al., 2021), proteins involved in Wnt and GPCR signaling (*leucine rich repeat containing G protein-coupled receptor 5 (Lgr5)* that enhances Wnt signaling and *phosphodiesterase 10 (Pde10)* that plays a role in signal transduction by regulating the intracellular concentration of cyclic nucleotides cAMP and cGMP) (Carmon et al., 2012), signaling scaffolding protein *Breast cancer anti-estrogen resistance protein 1 (Bcar1)* (Furuichi et al., 2011; Maria del Pilar et al., 2017), and small brain specific non-coding RNA BC1 that regulates dendritic translation (Zhong et al., 2009; Robeck et al., 2016). This perturbed communication of SCA1 PCs is further supported by altered expression of genes involved in calcium and glutamatergic signaling. These downregulated genes encode for calcium voltage gated channels Cav2.1 and Cav3.1 (*calcium voltage-gated channel subunit alpha1 A (Cacna1a), Cacna2d2*, and *Cacna1g*), calcium endoplasmic reticulum pumps SERCA1 and SERCA2 (*ATPase Sarcoplasmic/Endoplasmic Reticulum Ca^2 +^ Transporting 2 (Atp2a2)* and *Atp2a3*), ionotropic glutamate receptors (*glutamate ionotropic receptor AMPA type subunit 2 (Gria2), Gria3, glutamate Ionotropic Receptor Delta Type Subunit 2 (Grid2), Grid2 interacting protein(Grid2ip), glutamate ionotropic receptor NMDA type subunit 2A* (*Grin2a)*, and potassium channels (*potassium Voltage-Gated Channel Subfamily C Member 3* (*Kcnc3)*, associated with SCA13, and *potassium voltage-gated channel subfamily A regulatory beta subunit 1* (*Kcnab1)* (Matsuda et al., 2006; Figures 2C–D). These results are consistent with previous studies implicating ion channel, calcium and potassium dysregulation and synaptic dysfunction in SCA1 (Bushart and Shakkottai, 2018). 

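*Muc3a* (ENSMUSG00000094840, chromosome 5 of GRCm38 from 137208813 to 137212389, reverse strand) had 36.4 ± 11.3 CPM in SCA1 and 143 ± 59.7 CPM in WT PCs (SD, n = 3), a log2 fold change of -1.98 (SE 0.319, adjusted p = 0.0612). *Col5a1* had 39.8 ± 7.78 CPM in SCA1 and 118 ± 18.5 CPM in WT PCs, *Lgr5* 36.9 ± 13.3 CPM in SCA1 and 134 ± 55.5 CPM in WT PCs, and *Bcar1* 135 ± 8.22 CPM in SCA1 and 319.9 ± 55.4 CPM in WT PCs, and each fell with an adjusted p of 0.0522 (log2 fold changes -1.60, -1.86 and -1.23). *Col18a1* fell by 1.10 on the log2 scale (adjusted p = 0.0894). For these 5 genes every SCA1 mouse lay below every WT mouse. They were past the threshold in DESeq2 (adjusted p between 8.72e-07 and 4.68e-05), and in edgeR without the filter on low counts and with the replicate number as a block, *Col5a1* and *Lgr5* also with RLE factors or without WT mouse 2, and *Lgr5* and *Muc3a* without WT mouse 3. *Pde10a* had a log2 fold change of -1.01 (adjusted p = 0.260; DESeq2, 0.0380) with overlapping mice. *Bc1* had 7.05 ± 5.28 CPM in SCA1 and 36.5 ± 55.3 CPM in WT PCs, so that its log2 fold change of -2.00 (SE 0.794, adjusted p = 0.610) rested on mice that differed widely. In granule neurons *Lgr5* and *Pde10a* changed by -0.0064 and -0.084, and *Col18a1* and *Bc1* by -0.89 and -1.72. On nuclei all 7 genes passed the threshold, with log2 fold changes from -1.71 for *Muc3a* to -0.81 for *Bc1*.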

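*Cacna1a*, *Cacna2d2*, *Cacna1g*, *Atp2a2*, *Atp2a3*, *Gria2*, *Gria3*, *Grid2ip*, *Grin2a* and *Kcnab1* were all lower in SCA1 PCs, with log2 fold changes between -1.57 (*Grin2a*) and -0.31 (*Gria2*), and edgeR's adjusted p ranged from 0.210 to 0.963. *Cacna2d2* (ENSMUSG00000010066, chromosome 9 of GRCm38 from 107399612 to 107529343, forward strand) had 481 ± 46.2 CPM in SCA1 and 766 ± 121 CPM in WT PCs (SD, n = 3), *Cacna1a* 2867 ± 379 CPM in SCA1 and 3907 ± 508 CPM in WT PCs and *Cacna1g* 314 ± 64.2 CPM in SCA1 and 529 ± 115 CPM in WT PCs. *Atp2a2* had 694 ± 103 CPM in SCA1 and 1185 ± 263 CPM in WT PCs, a log2 fold change of -0.76 (SE 0.223, adjusted p = 0.342). Every SCA1 mouse lay below every WT mouse for all of these but *Gria2* and *Gria3*. Adjusted over the list alone, *Cacna2d2*, *Cacna1g*, *Atp2a2*, *Atp2a3*, *Grid2ip* and *Grin2a* passed the threshold. DESeq2 called *Grin2a* (adjusted p = 0.0227), *Atp2a2* (0.0380) and *Cacna2d2* (0.0485). On nuclei all 10 passed, with adjusted p from 3.35e-06 (*Atp2a3*) to 0.0304 (*Kcnab1*). In granule neurons *Atp2a3*, *Cacna1g* and *Grid2ip* had log2 fold changes of -0.87, -0.70 and -0.70, while *Grin2a* and *Cacna2d2* changed by -0.098 and -0.065.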

Notably, several of these genes have also been associated with other ataxias including Spinocerebellar ataxia autosomal recessive 18 (*Grid2)* and Episodic Ataxia Type 1 (*Kcnab1).*

SCA1 is a progressive disease worsening with aging. Previous studies used weighted Gene Co-expression Network Analysis (WGCNA) of cerebellar bulk RNA sequencing data from *Pcp2-ATXN1[82Q]* mice to identify a specific module (the Magenta Module) as a gene network significantly correlated with SCA1 disease progression in Purkinje cells (Ingram et al., 2016b). Notably, of the 342 genes identified in the magenta module, the Allen brain atlas suggested that 94 (27%) are PC enriched, 175 genes (51%) are PC exclusive, and 31 genes (9%) belong to multiple cell types (Ingram et al., 2016b). Using single nuclei gene expression analysis, we determined that 103 (30.1%) of the previously identified Magenta Module genes are altered at 12 weeks of age in *Pcp2-ATXN1*(O’Leary et al., 2020) mice. This is consistent with previous bulk RNA sequencing studies that showed that not all of the Magenta Module genes were found to be significantly altered at 12 weeks in *Pcp2-ATXN1*(O’Leary et al., 2020) mice (Ingram et al., 2016b). Of these genes, 74 were exclusively altered in PCs (71.8%), while 29 (28.2%) were also changed in two or more cell types, including BG, VAs and OLs. Most intriguing were 13 Magenta Module genes that were changed in all four cell types (Figure 2E). For instance, expression of Magenta genes *Itpr1, Pcp4 and Gng13* was significantly suppressed in PCs and, to a lesser extent, in BG, VAs and OLs. 

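*Itpr1* (ENSMUSG00000030102, chromosome 6 of GRCm38 from 108213096 to 108551109, forward strand) had 8479 ± 2114 CPM in SCA1 and 13075 ± 2941 CPM in WT PCs (SD, n = 3), *Pcp4* 395 ± 32.8 CPM in SCA1 and 726 ± 130.4 CPM in WT PCs and *Gng13* 77.7 ± 37.6 CPM in SCA1 and 176 ± 86.9 CPM in WT PCs. In PCs their log2 fold changes were -0.62 (SE 0.350, adjusted p = 0.845), -0.88 (SE 0.203, adjusted p = 0.183) and -1.17 (SE 0.411, adjusted p = 0.498), and *Pcp4* was past the threshold in DESeq2 (adjusted p = 0.00264). In BG they were -0.54, -0.54 and -0.66, in VA -0.51, -0.58 and -1.26, and in OL -0.79 and -0.80, while *Gng13* fell by 1.00 there, each with an adjusted p of 1.00 in edgeR. *Gng13* in VA was past the threshold with the replicate number as a block (adjusted p = 0.00183) and without SCA1 mouse 2 (adjusted p = 0.00381). Counted on nuclei, all 3 genes passed in each of the 4 cell types. In granule neurons of the same mice the log2 fold changes were -0.71, -0.59 and -1.03. Of the PC marker genes tested, 15 of 15 were lower in SCA1 granule neurons (median -0.59), 14 of 15 in PCs (-0.62), and all 14 tested in each of BG (-0.54), VA (-0.69) and OL (-0.80). The paper concludes from the genes of the Magenta module that calcium and G protein signaling is perturbed in all 4 cell types.

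**Figure D2:**
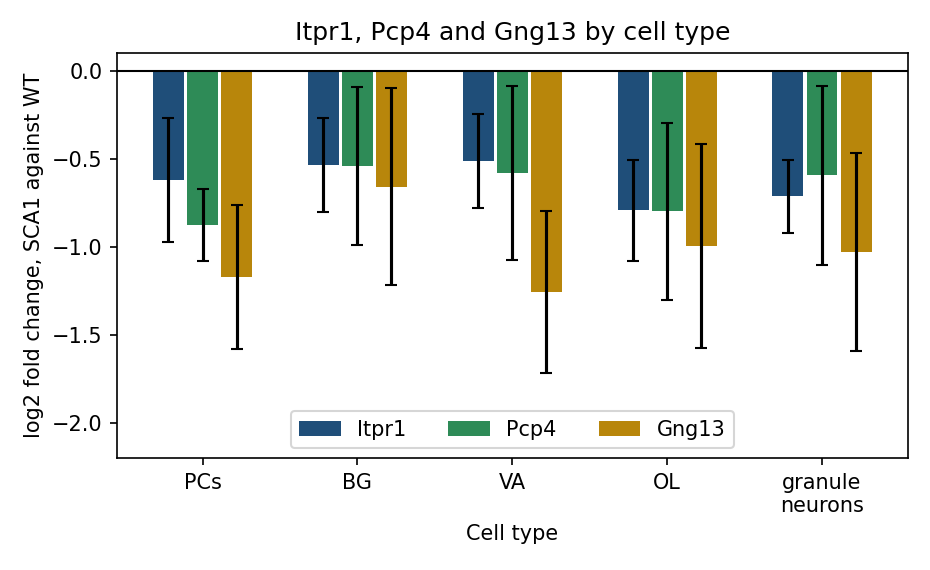
Log2 fold change of *Itpr1*, *Pcp4* and *Gng13* between SCA1 and WT mice in each cell type (bars, with the standard error of the edgeR fit), granule neurons included. All 3 genes were lower in all 5 cell types, at -0.71, -0.59 and -1.03 in granule neurons.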

As these genes, respectively, encode for proteins regulating calcium and GPCR signaling (such as inositol 3 phosphate receptor 1 (*ITPR1*) that regulates calcium release from the ER, Purkinje Cell Protein 4 (*PCP4*) that regulates calcium binding to calmodulin, and G Protein Subunit Gamma 13 (*Gng13*) that regulates G protein coupled receptor signaling), this indicates that calcium and G protein signaling are perturbed not only in PCs, as previously described, but also in BG, VAs, and OLs.

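*Dner* (ENSMUSG00000036766, chromosome 1 of GRCm38 from 84369839 to 84696221, reverse strand) had 1226 ± 188 CPM in SCA1 and 1731 ± 355 CPM in WT PCs (SD, n = 3), with all SCA1 mice below all WT mice and a log2 fold change of -0.49 (SE 0.229, adjusted p = 0.744). Its log2 fold change was -0.33 in BG (SE 0.271), -0.35 in VA (SE 0.285) and -0.55 in OL (SE 0.347), each with an adjusted p of 1.00, and -0.55 in granule neurons. Without SCA1 mouse 1 or WT mouse 1 the sign turned positive in BG and VA. Against granule neurons, the change in PCs differed by 0.0092 (interaction, adjusted p = 1.00). Counting nuclei as replicates gave -0.72 (adjusted p = 0.00548) in PCs, -0.16 (adjusted p = 0.00814) in BG, -0.19 (adjusted p = 0.00274) in VA and -0.22 (adjusted p = 1.73e-05) in OL.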

Among the genes altered in PCs, but not changed in BG, VAs, or OLs, was *Delta/Notch like EGF Repeat containing* (*Dner*). *Dner* has been previously found to be an important component of PC-BG communication whereby cell surface expression of DNER in Purkinje cells induces morphological differentiation and functional maturation of Bergmann glia. Moreover, loss of *Dner* impairs mouse motor behavior implicating its importance for cerebellar function (Eiraku et al., 2005; Tohgo et al., 2006). Reduced *Dner e*xpression could be a mechanism by which SCA1 PCs signal changes to BG. Using RT-qPCR, we confirmed decrease in *Dner* mRNA expression in SCA1 cerebella (41% decrease compared to WT controls, Supplementary Figure 4A and Supplementary Table 1). Furthermore, using immunohistochemistry, we found reduced levels of DNER protein in soma and dendrites of Purkinje cells in *Pcp2-ATXN1[82Q]* mice (0.679 ± 0.006 vs. 0.553 ± 0.041, ∼19% decrease compared to WT controls, Supplementary Figures 4B–D and Supplementary Table 1).

Using hierarchical enriched pathways analysis of up and downregulated genes in PCs we identified pathways involved in synapse function, including synapse organization, cell junction assembly, regulation of synapse structure or activity, synapse assembly, and regulation of neurotransmitter levels (Figure 2F). Among top Gene ontology (GO) pathways associated with the *upregulated* genes were synapse assembly (*q* = 3.42 × 10^–4^), synaptic membrane adhesion (*q* = 6.1 × 10^–4^), cell junction assembly (*q* = 8.8 × 10^–4^), synapse organization (*q* = 3.2 × 10^–3^) and cell junction organization (*q* = 8.1 × 10^–3^). Kyoto Encyclopedia of Genes and Genomes (KEGG) identified axon guidance (*q* = 1.4 × 10^–5^) and synaptic vesicle cycle (*q* = 2.9 × 10^–3^) as altered pathways. GO pathway analysis of *downregulated* genes identified calcium binding (*q* = 9.8 × 10^–3^), and dendrite and dendritic tree (*q* values of 1.45 and 1.48 × 10^–5^, respectively), while top KEGG pathways of downregulated genes were long-term depression (*q* = 4.9 × 10^–4^), cholinergic (*q* = 3.2 × 10^–3^), glutamatergic (*q* = 3.3 × 10^–3^), serotoninergic (*q* = 5.2 × 10^–3^) and dopaminergic (*q* = 5.5 × 10^–3^) synapse and retrograde endocananbinoid signaling (*q* = 7.1 × 10^–3^). Alterations in calcium and glutamatergic signaling are consistent with previous results from bulk RNAseq in SCA1 cerebella. Our results build upon those previous studies by confirming that ATXN1 is driving these changes specifically in PCs. Moreover, our results indicate upregulation of pathways associated with synapse formation as potential compensatory pathways for signaling disruptions in SCA1 PCs.

Notably, most of the observed gene expression changes seem to be present only in a portion of PCs (Figures 2C,D). Consistent with previous studies that suggested intracerebellar differences in the expression of *hATXN1* and in PCs pathology in SCA1 mice (Chopra et al., 2020; Kozareva et al., 2020; White et al., 2021), our analysis indicated that only portion of PCs (∼ 25%) express detectable levels of mutant human *ATXN1* mRNA in this line (Supplementary Figure 3B). 

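The 31 SCA1 PC nuclei with a human *ATXN1* UMI, beside 110 without one, held 46 such UMIs in all and at most 3 in one nucleus. They came to 10 nuclei in SCA1 mouse 1, 10 in SCA1 mouse 2 and 11 in SCA1 mouse 3. At this depth a nucleus without a UMI cannot be told from one that holds few transcripts. In SCA1 mouse 2, nuclei with a UMI had a median depth of 34274.5 UMIs and those without one 9437 UMIs, against 41307 and 37450.5 in SCA1 mouse 1 and 58288 and 61428 in SCA1 mouse 3. Among WT granule neurons, which carry no transgene, 0.219% of nuclei thinned to 3000 UMIs had a UMI.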

We named these cells *hATXN1*+ PCs, while the cells in which we did not detect human ATXN1 we named *hATXN1-* PCs. It is possible that our analysis may underestimate the number of *hATXN1*+ PCs by not detecting low human ATXN1 expression. 

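SCA1 PC nuclei with at least 1 UMI of human *ATXN1* (*hATXN1*+) had a median depth of 48164 UMIs, those without one (*hATXN1*-) 34076 UMIs and WT PC nuclei 40012.5 UMIs. Summed per mouse, *hATXN1*+ PCs gave 423465, 335729 and 693385 UMIs in SCA1 mice 1, 2 and 3, and *hATXN1*- PCs 2101227, 733142 and 1051456 UMIs. WT PCs gave 3124080, 812060 and 1114126 UMIs. Both SCA1 classes were compared with WT PCs with batch as a term, and with each other with mouse as a term, since both come from the same mice. In simulated counts with 200 changed genes, the test called 65.0% of those tested in *hATXN1*+ PCs, 81.2% in *hATXN1*- PCs and 85.5% between both classes.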

With that caveat in mind, we next analyzed gene expression changes in SCA1 *hATXN1*+ PCs (31 cells) and *hATXN1-* PCs (110 cells) compared to PCs from wild-type mice (132 cells).

In this limited analysis, we could only identify a handful of DEGs (35) between *hATXN1*+ and *hATXN1-* PCs with at most 1.6 fold change. 

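Between *hATXN1*+ and *hATXN1*- PCs, edgeR called 113 DEGs of 7796 genes on the sums per mouse, 15 higher and 98 lower in *hATXN1*+ PCs, with human *ATXN1* itself left out. Scaled by library size only, the split was 26 higher and 58 lower. DESeq2 called 55 DEGs, and with each mouse left out in turn edgeR called 113 to 150. Thinned to 3000 UMIs per nucleus, 569 genes could be tested, of which edgeR called 0, with 49 at an unadjusted p under 0.05. limma-trend with nuclei as replicates also called 0, with 1677 genes at an unadjusted p under 0.05. The 3 largest falls were those of *Muc3a*, *Corin* and *Fam107b*, of which the latter pair was chosen after the values were seen. *Fam107b* was at 43.1 ± 22.6 CPM in *hATXN1*+ PCs, 529 ± 323 CPM in *hATXN1*- PCs and 1064 ± 256 CPM in WT PCs (SD, n = 3), a log2 fold change between the classes of -3.62 (SE 0.196, adjusted p = 1.04e-10). *Corin* differed by -4.02 (adjusted p = 5.74e-07) and *Muc3a* by -4.23 (adjusted p = 1.15e-05).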

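On the sums per mouse, edgeR called 138 DEGs of 7666 genes between *hATXN1*+ and WT PCs, and 1 of 8818 genes (*Hs6st3*) between *hATXN1*- and WT PCs, where 394 genes had an unadjusted p under 0.05. DESeq2 called 212 and 14. With each mouse left out in turn, the count in *hATXN1*+ PCs ranged from 10 without SCA1 mouse 1 to 301 without WT mouse 2, and that in *hATXN1*- PCs from 0 to 2. Thinned to 3000 UMIs per nucleus, 31 of 748 genes were called in *hATXN1*+ PCs and 1 of 1680 in *hATXN1*- PCs. With nuclei as replicates, limma-trend called 550 DEGs over 163 nuclei of *hATXN1*+ and WT PCs and 327 over 242 nuclei of *hATXN1*- and WT PCs.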

We have also identified 531 DEGs in *hATXN1*+ PCs and 370 DEG in *hATXN1-* PC cells compared to WT. Notably, 76.5% of the DEG in *hATXN1*+ PCs were upregulated, e.g., out of 531 DEGs 406 genes were upregulated (Supplementary Figure 5 and Supplementary Table 5). 

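Of the DEGs called on mouse sums in *hATXN1*+ PCs, 18 were higher and 120 lower than in WT PCs (13.0% higher), and human *ATXN1* is 1 of the higher ones by the way the class is defined. The split depended on the scaling, since by library size only 46 were higher and 52 lower (46.9% higher). DESeq2 called 29 higher and 183 lower. With nuclei as replicates, 425 were higher and 125 lower (77.3% higher).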

All of the 125 downregulated *hATXN1*+ PCs genes were also downregulated in *hATXN1-* PCs. However, out of the 406 genes that were upregulated in *hATXN1*+ PCs, only 47 were upregulated in *hATXN1-* PCs. 

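All 120 genes called lower in *hATXN1*+ PCs on mouse sums were also lower in *hATXN1*- PCs, though 0 of them were called there. With nuclei as replicates, all 125 were lower in *hATXN1*- PCs and 111 were called. Both classes are compared with the same WT mice, so that their fold changes share the chance values of those mice. Over 7625 genes the fold changes of both classes had the same sign for 73.2% and a correlation across genes of 0.698. Simulated classes without any change, both set against the same simulated WT sums, gave 64.0% and 0.418. The simulation left out what sets one mouse apart from another. Both classes come from the same SCA1 mice, so such differences would also raise the agreement. The higher observed values therefore cannot be read as a change by genotype that both classes share.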

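On mouse sums, 1 gene (*Hs6st3*) was called higher in both classes. Of the 18 genes called higher in *hATXN1*+ PCs, 15 could be tested in *hATXN1*- PCs, and all 15 were higher there too. On nuclei, 55 genes were called higher in both classes, and 395 of the 416 called higher in *hATXN1*+ PCs and tested in *hATXN1*- PCs were higher there. A gene called in one class and not in the other is not thereby shown to differ between them.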

Among shared upregulated and downregulated genes were previously mentioned top DEGs (Figures 2B,C), but the relative fold change in their expression was larger in *hATXN1*+ PCs (Supplementary Figure 5B and Supplementary Table 5). For instance, log2FC for *Hs6st3*, and *Ralyl* were 2.4 and 1.7 in hATXN1+ *PCs*, and 1.2 and 1.08 in *hATXN1-* PCs. 

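*Hs6st3* was at 604 ± 216 CPM in *hATXN1*+ PCs, 312 ± 40.2 CPM in *hATXN1*- PCs and 58.6 ± 4.96 CPM in WT PCs (SD, n = 3). Its log2 fold change against WT was 3.30 (SE 0.280, adjusted p = 0.000303) in *hATXN1*+ and 2.42 (SE 0.208, adjusted p = 0.00590) in *hATXN1*- PCs, and the difference between the classes was 0.88 (SE 0.155, adjusted p = 0.00302). In *hATXN1*- PCs it was not past the threshold without SCA1 mouse 1 or WT mouse 1 (adjusted p = 0.167 and 0.152), nor with the SingleR label alone, chosen after the data had been seen (adjusted p = 0.111). *Ralyl* was at 675 ± 241, 569 ± 15.4 and 379 ± 151 CPM in the same order, with log2 fold changes of 0.79 (SE 0.352, adjusted p = 0.411) and 0.61 (SE 0.302, adjusted p = 1.00), and its difference between the classes was within the error (0.16, SE 0.167). On nuclei, the log2 fold changes in *hATXN1*+ and *hATXN1*- PCs were 2.37 and 1.22 for *Hs6st3* and 1.71 and 1.09 for *Ralyl*.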

Among upregulated genes that were unique to *hATXN1*+ PCs was *Gabrg2* (*gamma-aminobutyric acid type A receptor subunit gamma2*), which encodes for ionotropic GABA receptor A subunit.

In conclusion, we confirmed changes in PC gene expression previously found using bulk RNA sequencing. These included a number of genes underlying pathways associated with changes in ion transport and synapse function in SCA1 Purkinje cells. We also identified novel genes that deepen our understanding of altered signaling responsiveness of SCA1 PCs. Moreover, we identified novel genes that are upregulated in PCs early in disease progression. These genes may provide compensatory roles, including added support to extracellular matrix underlying synapse structures and added support to signaling strength, such as the increased expression of synaptic vesicle gene *Slc32a1* which may restore inhibitory/excitatory balance in the cerebellar network. 

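Human *ATXN1* gave 12 UMIs in the *hATXN1*+ PC nuclei of SCA1 mouse 1, 15 in those of SCA1 mouse 2 and 19 in those of SCA1 mouse 3, so that the class rests on few transcripts per nucleus. On the test with nuclei as replicates, 27.5% of the DEGs of *hATXN1*- PCs were higher than in WT PCs (90 higher and 237 lower).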

Intriguingly, we showed that PCs differ in the expression of mutant ATXN1 and that PCs expressing the highest, and therefore most detectable, levels of mutant ATXN1 show a high degree of gene upregulation. This is in stark contrast to the *hATXN1-* PCs from SCA1 cerebella with undetectable levels of mutant *ATXN1* or total PCs in which most DEGs are downregulated.

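Since *hATXN1*+ nuclei had the higher median depth over all mice, 100 draws of 31 *hATXN1*- nuclei each, taken among those nearest to them in depth within each mouse, were compared with WT PCs by limma-trend on nuclei. These draws of *hATXN1*- nuclei, with median depths of 41336 to 44631 UMIs against 48164 UMIs in *hATXN1*+ nuclei, gave 17 to 181 DEGs, of which 82.5 to 95.8% were higher than in WT PCs. The number of higher genes was 15 to 152, below that of *hATXN1*+ PCs in all draws. The share of higher genes in these draws was looked at only after the splits had been seen. From the contrast between *hATXN1*+ and other PCs, the paper concludes that PCs with the most detectable mutant *ATXN1* show a high degree of gene upregulation.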

### Disrupted Bergmann glia-Purkinje cell signaling via sonic hedgehog in Spinocerebellar ataxia type 1

Bergmann glia are a special type of radial astrocytes which are intimately connected with Purkinje cells, both structurally and functionally. BG cell bodies surround the somas of PCs and their radial processes envelop PCs synapses in the molecular layer. This close morphological interaction is mirrored in the functional interdependence of BG and PCs. BG are essential for PCs function and viability through their many roles including maintenance of potassium homeostasis, removal of synaptic glutamate and provision of neurotrophic support (Rothstein et al., 1996; Grosche et al., 1999; Custer et al., 2006; Djukic et al., 2007; Miyazaki et al., 2017). Similarly, PCs signaling is important for the ongoing function of BG. In particular, sonic hedgehog (Shh) signaling from PCs to BG drives the development and maintenance of Bergmann glia character (Eiraku et al., 2005; Farmer et al., 2016).

With such close interactions, BG are perfectly poised to sense and respond to PC dysfunction in SCA1. Indeed, we have previously shown both that BG undergo reactive gliosis in patients with SCA1 and in SCA1 mouse models (Cvetanovic et al., 2015; Rosa et al., 2021) and that they contribute to disease pathogenesis in SCA1 mice. Thus, we next wanted to investigate molecular changes in BG that underlie their response to PC dysfunction early in SCA1 progression.

We identified 406 DEGs (p.adj < = 0.05) in Bergmann glia. Out of these 151 (37.2%) were downregulated and 255 (62.8%) upregulated (Figure 3A).

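BG nuclei summed to 5699184 UMIs in the SCA1 and 4170465 UMIs in the WT mice. Of the 21 genes that the paper names for BG, 0 passed edgeR's threshold over all genes tested and 0 when adjusted over the list alone, while 20 passed with nuclei as replicates and 20 had the same sign in both tests. For 6 of them the SCA1 mice all lay on one side of the WT mice, against 5.04% of all genes tested in BG. The paper chose these genes on the same mice, so that this is not independent evidence.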

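Over the genes tested in BG, all SCA1 mice lay above all WT mice for 230 genes and below for 312. With the replicate number as a block, 1 DEG was higher and 6 lower, and without the filter on low counts 6 were higher and 10 lower. Of the DEGs on nuclei, 254 were higher and 148 lower (63.2% higher).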

**FIGURE 3:**
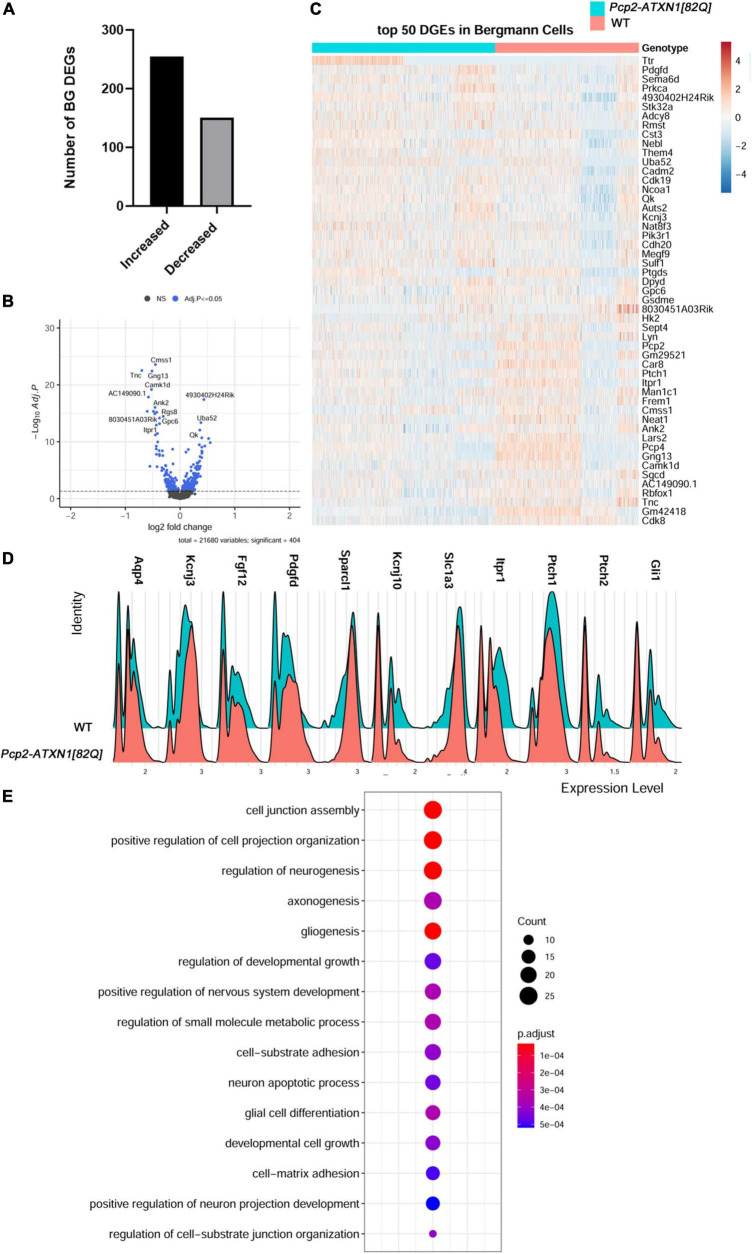
Mutant ATXN1 causes significant non-cell autonomous gene expression perturbations in SCA1 Bergmann glia. **(A)** For identified Bergmann glia, limma was used to test differential gene abundance between control and *Pcp2-ATXN1[82Q]* samples. *N* = 3 mice of each genotype. *P* values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted *p*-values of 0.05. **(A)** Number of upregulated and downregulated differentially expressed genes (DEGs) in BG. **(B)** Volcano plot showing DEGs of BG cluster in *Pcp2-ATXN1[82Q]* SCA1. **(C)** Heatplot displaying expression profiles of top 25 highest upregulated and downregulated DEGs in wild-type and *Pcp2-ATXN1[82Q]* Bergmann glia determined by logFC values with adjusted *p*-values ≤ 0.05. *N* = 3 mice of each genotype. **(D)** Ridgeplot showing distribution of expression of selected genes in wild-type and *Pcp2-ATXN1[82Q]* Bergmann glia. **(E)** Dot plot of the pathway analysis of total DEGs between WT and *Pcp2-ATXN1[82Q]* Bergmann glia at 12 weeks of age. The color of dots depicts the adjusted *p* values, radius of the dot depicts gene counts (number of genes in the enriched pathway).

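*Gfap* (ENSMUSG00000020932, chromosome 11 of GRCm38 from 102887336 to 102900912, reverse strand) encodes an intermediate filament of astrocytes. It was at 33.1 ± 12.8 CPM in SCA1 and 17.0 ± 10.2 CPM in WT BG (SD, n = 3), a log2 fold change of 0.92 (SE 0.340, adjusted p = 1.00), with overlapping mice. The fold change stayed between 0.63 and 1.30 with each mouse left out in turn. On nuclei it was 0.14 (adjusted p = 0.000924). In granule neurons the log2 fold change was 1.13, and the difference between BG and granule neurons was 0.18 (interaction, adjusted p = 1.00).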

G*lial fibrillary acidic protein* (*Gfap*) expression was increased, indicating a reactive glial phenotype similar to what we have found in previous work. In addition, we have found increased expression of several genes that have been attributed neuroprotective roles including *secreted protein acidic and rich in cysteine like 1 (Sparcl1), fibroblast growth factor 12 (Fgf12)*, *platelet derived growth factor D (Pdgfd)*, and *Cystatin 3* (*Cst3)* (Figures 3B,C). 

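*Sparcl1* was at 1614 ± 51.9 CPM in SCA1 and 1508 ± 177 CPM in WT BG (SD, n = 3), with overlapping mice, and its log2 fold change of 0.098 was smaller than its SE of 0.254. On nuclei it was 0.19 (adjusted p = 0.000364). *Sparcl1* rose by 0.47 on the log2 scale in granule neurons.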

SPARCL1 promotes excitatory synapse formation. One of the early signs of SCA1 is loss of excitatory VGLUT2+ synapses on PCs (Kim et al., 2018). Increased *Sparcl1* expression in SCA1 BG could thus be a compensatory mechanism to promote formation of new excitatory synapses as these signaling structures are lost. Expression of growth factors, such as Fibroblast growth factor (*Fgf) 12*, and *Platelet Derived Growth Factor D (PdgfD)* was also increased in SCA1 BG. 

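*Fgf12* was at 391 ± 95.7 CPM in SCA1 and 303 ± 19.8 CPM in WT BG (SD, n = 3), with every SCA1 mouse above every WT mouse, a log2 fold change of 0.35 (SE 0.237, adjusted p = 1.00). *Pdgfd* was at 708 ± 383 CPM in SCA1 and 458 ± 239 CPM in WT BG, with overlapping mice, a log2 fold change of 0.61 (SE 0.276, adjusted p = 1.00). Left-out mice moved *Fgf12* between 0.16 and 0.47 and *Pdgfd* between 0.39 and 0.82. On nuclei the log2 fold changes were 0.25 (adjusted p = 0.0281) and 0.57 (adjusted p = 6.34e-11).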

Fibroblast growth factors (FGFs) via their receptors (FGFRs) modulate important cellular processes such as cell proliferation, and death. FGF12 interacts with all four major FGFR and protects cells from apoptosis (Sochacka et al., 2020). In response to injury or various stresses, PDGFs modulate neuronal excitability by affecting ion channels, and stimulate survival signals rescuing cells from apoptosis (Funa and Sasahara, 2014). Increased expression of *Fgf12* and *PdgfD* in BG is likely to be neuroprotective and delay dysfunction and cell death of PCs (Chopra et al., 2018). In addition, BG may be serving a neuroprotective role by upregulating the expression of the *Cystatin 3* (*Cst3*), the most abundant extracellular inhibitor of cysteine proteases. 

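*Cst3* (ENSMUSG00000027447, chromosome 2 of GRCm38 from 148871722 to 148875692, reverse strand) was at 322 ± 172 CPM in SCA1 and 222 ± 190.2 CPM in WT BG (SD, n = 3), so that the spread within each genotype exceeded the difference between them. The log2 fold change of *Cst3* was 0.77 (SE 0.382, adjusted p = 1.00) and ranged from 0.15 to 1.17 with each mouse left out. On nuclei it was 0.37 (adjusted p = 3.21e-08). In granule neurons *Cst3* rose by 0.67.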

Cysteine proteases are upregulated in neurodegenerative and neuroinflammatory conditions and can lead to ECM breakdown and cell death (Hook et al., 2015). Inhibitors of cysteine proteases including Cst3 have been shown to be neuroprotective in neurodegenerative diseases (Kaur and Levy, 2012; Zou et al., 2017). Thus, increase in *Cst3* in BG could be neuroprotective by preventing deleterious ECM changes. Together, increased expression of these neuro-supportive genes indicates potential mechanisms by which reactive SCA1 BG exert beneficial effects during the early stages of disease.

We have also observed changes in the expression of homeostatic BG genes responsible for regulating neuronal function. We found that expression of *Kcnj10* (Figure 3D), encoding the potassium inward rectifier Kir4.1, is decreased in BG at this stage of disease. 

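*Kcnj10* (ENSMUSG00000044708, chromosome 1 of GRCm38 from 172341210 to 172374085, forward strand) was at 69.2 ± 23.3 CPM in SCA1 and 107 ± 15.7 CPM in WT BG (SD, n = 3), with every SCA1 mouse below every WT mouse. Its log2 fold change of -0.65 (SE 0.222, adjusted p = 1.00) lay between -0.81 and -0.53 with each mouse left out, and was -0.19 (adjusted p = 0.00372) on nuclei. Adjusted over the list alone its p was 0.0596. In granule neurons it was -0.037.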

Kir4.1 regulates extracellular potassium ion levels and, subsequently, PC excitability and firing rate. Previous work has shown that the firing rate of PCs is decreased early in SCA1 (Dell’Orco et al., 2015). This observed decrease in *Kcnj10* expression is expected to moderate PC firing rate (Djukic et al., 2007). BG may also moderate PC synaptic signaling via reduced expression of *Solute carrier family 1 Member 3 (Slc1a3). Slc1a3* encodes for the plasma membrane glutamate aspartate transporter (GLAST) that is responsible for synaptic glutamate removal. Decreased *Slc1a3* expression may result in slower and less efficient glutamate removal, thus prolonging glutamate signaling on PCs.

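*Slc1a3* (ENSMUSG00000005360, chromosome 15 of GRCm38 from 8634124 to 8710764, reverse strand), which encodes a glutamate transporter, was at 3555 ± 682 CPM in SCA1 and 4233 ± 569 CPM in WT BG (SD, n = 3), with overlapping mice. The log2 fold change of -0.25 was smaller than its SE of 0.299 (adjusted p = 1.00), and in granule neurons it was -0.23. Counting nuclei gave -0.21 (adjusted p = 0.000107).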

Our results also provide insight into how are BG genes altered in SCA1. Previous studies have found that PCs regulate BG character via Sonic hedgehog (Shh) signaling (Farmer et al., 2016). For instance, Shh signaling from PCs regulates higher expression of *Kcnj10* and lower expression of *aquaporin 4* (*Aqp4)* in BG compared to velate astrocytes. Interestingly, we found that expression of Shh receptors *Patched 1* and *2* (*Ptch1, Ptch2*) (Adolphe et al., 2014) is decreased in BG in *Pcp2-ATXN1[82Q]* cerebella indicating one critical way in which PC-BG communication is impacted in SCA1. 

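*Ptch1* (ENSMUSG00000021466, chromosome 13 of GRCm38 from 63508328 to 63573598, reverse strand) was at 717 ± 191 CPM in SCA1 and 989.7 ± 144 CPM in WT BG (SD, n = 3), with overlapping mice, a log2 fold change of -0.46 (SE 0.251, adjusted p = 1.00). Adjusted over the list alone, p was 0.195. On nuclei the log2 fold change was -0.42 (adjusted p = 4.37e-08).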

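*Aqp4* in BG was at 222 ± 42.3 CPM in SCA1 and 184 ± 19.7 CPM in WT BG (SD, n = 3), with overlapping mice. Its log2 fold change was 0.27 (SE 0.230, adjusted p = 1.00), within the spread between mice, and 0.21 (adjusted p = 0.00872) on nuclei. In granule neurons it was 0.38.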

Loss of PC-BG Shh signaling could affect BG function in several ways, including decreased expression of *Kcnj10* and increased expression of *Aqp4*, both changes that we indeed observed in SCA1 BG. 

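*Gli1* (ENSMUSG00000025407, chromosome 10 of GRCm38 from 127329882 to 127341974, reverse strand) in BG was at 80.1 ± 13.2 CPM in SCA1 and 129 ± 31.1 CPM in WT BG (SD, n = 3), with every SCA1 mouse below every WT mouse. By edgeR the log2 fold change was -0.68 (SE 0.233, adjusted p = 1.00), between -0.82 and -0.52 with each mouse left out, and -0.25 (adjusted p = 3.79e-05) on nuclei. The difference from granule neurons was -0.77 (interaction, adjusted p = 1.00).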

Expression of Shh downstream transcriptional activator *Gli1* is also decreased, further supporting dysfunctional Shh PC-BG signaling in SCA1 (Figure 3D). We investigated whether these changes in Shh signaling occur widely or only in the subset of BG, such as the ones residing next to *hATXN1*+ PCs. Most BG observed in this study showed decreased expression of *Ptch1, Ptch2*, and *Gli1* (Supplementary Figure 6A). 

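Per mouse, *Ptch1* was at 606, 607 and 938 CPM in BG of SCA1 mice 1, 2 and 3 and at 825, 1059 and 1086 CPM in WT mice 1, 2 and 3. *Gli1* was at 93.5, 79.8 and 67.1 CPM in SCA1 and 153, 139.7 and 93.9 CPM in WT mice.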

We confirmed reduced expression of *Ptch2* and *Gli1* using RT-qPCR of whole *Pcp2-ATXN1[82Q]* cerebellar extracts (Supplementary Figure 6B and Supplementary Table 1). As the most logical cause of this reduced BG expression is decreased expression of ligand *Shh* from PCs, we assessed *Shh* expression in identified PC populations. However, we found no significant change in *Shh* expression in total PCs, *hATXN1*+, or *hATXN1*- PCs (Supplementary Figure 6C and Supplementary Table 5). This may suggest either altered post-transcriptional regulation of Shh in PCs or broader changes in PC signaling capabilities that are disrupting this crucial mechanism.

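*Shh* (ENSMUSG00000002633, chromosome 5 of GRCm38 from 28456815 to 28467256, reverse strand) in PCs was at 17.7 ± 4.74 CPM in SCA1 and 11.4 ± 5.93 CPM in WT PCs (SD, n = 3), a log2 fold change of 0.61 (SE 0.326, adjusted p = 0.820), with overlapping mice. It was at 17.6 ± 8.24 CPM in *hATXN1*+ and 19.4 ± 3.50 CPM in *hATXN1*- PCs, with log2 fold changes against WT PCs of 0.52 (SE 0.435, adjusted p = 0.754) and 0.68 (SE 0.351, adjusted p = 1.00). None passed the threshold, and on nuclei the adjusted p were 0.465 in all PCs, 0.391 in *hATXN1*+ and 0.671 in *hATXN1*- PCs. On mouse sums its level was higher than in WT PCs in each of these comparisons, by less than the threshold.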

We further investigated the expression of genes that may regulate BG response to PC dysfunction. Calcium regulated adenylate cyclase *(Adcy8)* controls neuroinflammation by increasing the production of cyclic adenosine monophosphate (cAMP), an important negative regulator of inflammation (Wieczorek et al., 2012; Wang et al., 2020). 

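*Adcy8* (ENSMUSG00000022376, chromosome 15 of GRCm38 from 64697084 to 64922296, reverse strand) in BG was at 253 ± 48.7 CPM in SCA1 and 153 ± 33.8 CPM in WT BG (SD, n = 3), with every SCA1 mouse above every WT mouse. The fit gave a log2 fold change of 0.73 (SE 0.218, adjusted p = 1.00) that stayed between 0.65 and 0.83 with each mouse left out. On nuclei it was 0.40 (adjusted p = 6.60e-09).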

We have found increased expression of *Adcy8* in BG that may moderate their pro-inflammatory response in SCA1. Sox2 is a transcriptional regulator of BG reactivity. The long non-coding RNA (lncRNA) *Rmst* is known for its role in facilitating activation of Sox2. 

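*Rmst* (ENSMUSG00000112117, chromosome 10 of GRCm38 from 92071037 to 92165170, reverse strand, a lincRNA) in BG was at 190.2 ± 41.7 CPM in SCA1 and 112 ± 35.4 CPM in WT BG (SD, n = 3), with every SCA1 mouse above every WT mouse. On the log2 scale it changed by 0.79 (SE 0.230, adjusted p = 1.00), between 0.68 and 0.94 with each mouse left out, and 0.40 (adjusted p = 3.12e-09) on nuclei. Adjusted over the list alone, p was 0.0502 for both *Rmst* and *Adcy8*.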

We observed increased expression of *Rmst* that may play a role in facilitating Sox2-regulation of reactive glial response in SCA1 BG (Ng et al., 2013; Cerrato et al., 2018).

Hierarchical enriched pathways analysis of the DEGs in BG identified pathways involved in development, including cell junction assembly, positive regulation of cell projection organization, regulation of neurogenesis, axonogenesis, gliogenesis, small molecule metabolic processes and neuron apoptotic processes (Figure 3E). Among top GO pathways associated with the upregulated genes were nervous system development (*q* = 1.2 × 10^–9^), regulation of biological quality (*q* = 1.5 × 10^–9^), cell adhesion (q = 9.8 × 10^–9^), organonitrogen compound metabolic processes (*q* = 3.8 × 10^–7^) and cell projection organization (*q* = 5 × 10^–8^). KEGG identified circadian entrainment (*q* = 3.6 × 10^–2^) as dysregulated pathway in BG. This is very intriguing considering the role the cerebellum has in sleep and sleep disturbances in SCA patients (Pedroso et al., 2011; DelRosso and Hoque, 2014). GO pathway analysis of downregulated genes identified transmembrane transporter binding (*q* = 7 × 10^–3^), smoothened binding and hedgehog receptor activity (*q* = 4.9 × 10^–2^), cell to cell signaling (*q* = 6.4 × 10^–7^), apoptotic processes (*q* = 1.3 × 10^–2^) and synapse (*q* = 5 × 10^–14^). KEGG analysis of downregulated genes identified retrograde endocannabinoid signaling (*q* = 1 × 10^–3^), glutamatergic (*q* = 2 × 10^–3^) and dopaminergic synapses (*q* = 4.3 × 10^–2^), long-term depression (*q* = 8.1 × 10^–3^) and Spinocerebellar ataxias (*q* = 8.4 × 10^–3^).

Our analysis supports the hypothesis that SCA1 BG increase their neuroprotective support in response to PC dysfunction. It confirms the reactive SCA1 phenotype previously observed through the upregulation of *Gfap* and suggests an ongoing regulation of neuroinflammatory response through the expression of *Adcy8* and *Rmst.* More importantly, these results implicate altered PC-BG Shh signaling as one of the mechanisms by which BG function is perturbed in SCA1.

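In granule neurons of the same mice, *Adcy8* and *Rmst* rose by 0.36 and 0.54 on the log2 scale, and the difference between BG and granule neurons was 0.43 for *Adcy8*, 0.45 for *Rmst* and -0.32 for *Ptch1* (interactions, each with an adjusted p of 1.00). From the rise of *Gfap* the paper concludes that BG are reactive, from *Adcy8* and *Rmst* it proposes that they regulate the neuroinflammatory response, and from the lower genes of Shh signaling it reasons that altered Shh signaling from PCs perturbs BG.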

### Increased expression of genes that promote neurogenesis, gliogenesis, and synaptogenesis indicates compensatory gene expression changes in velate astrocytes

Velate astrocytes (VAs) are a type of cerebellar astrocytes that reside in the granule cell layer. As such, they are surrounded by the most numerous neurons in the brain and are the only astrocytes in the brain that are largely outnumbered by neurons they are associated with (Herculano-Houzel, 2014). However, very little is known about the response of velate astrocytes to cerebellar pathology, including SCA1. Therefore, we next investigated genes and pathways altered in SCA1 velate astrocytes.

We have identified 157 DEGs (p.adj < = 0.05) in SCA1 velate astrocytes compared to those of their wild-type littermate controls. 

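VA nuclei summed to 4656018 UMIs in the SCA1 and 3033257 UMIs in the WT mice, with median depths of 7691.5 and 7054.5 UMIs per nucleus. Of the 17 genes that the paper names for VA, 0 passed edgeR's threshold over all genes or adjusted over the list alone. With nuclei as replicates, 13 passed. The SCA1 mice all lay on one side of the WT mice for 1 (*Serpine2*), against 4.68% of all genes tested in VA.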

A majority (114 or 72.6%) of the identified DEGs were upregulated (Figures 4A–D). 

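In VA the SCA1 mice all lay above the WT mice for 229 genes and below them for 264. With the replicate number as a block, 1 DEG was higher and 1 lower. On nuclei, 96 were higher and 42 lower (69.6% higher).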

Notably, one of genes with increased expression was *Vimentin* (*Vim*). 

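*Vim* (ENSMUSG00000026728, chromosome 2 of GRCm38 from 13573927 to 13582826, forward strand) in VA was at 83.7 ± 47.1 CPM in SCA1 and 46.7 ± 19.7 CPM in WT VA (SD, n = 3), with overlapping mice. This gave a log2 fold change of 0.83 (SE 0.423, adjusted p = 1.00), which ranged from 0.21 to 1.24 with each mouse left out. Nuclei as replicates gave 0.20 (adjusted p = 0.00260), and in granule neurons it was 0.56.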

*Vim* encodes for the intermediate filament predominantly found in astrocytes. Vimentin is upregulated in reactive astrogliosis (Janeczko, 1993; O’Leary et al., 2020), indicating that VAs, like BG, undergo reactive gliosis in SCA1 (Figure 4D). *Apolipoprotein E* (*ApoE*) also plays a role in reactive astrogliosis (Ophir et al., 2003; Sen et al., 2017). Increased expression of *ApoE* in VAs further indicates reactive velate astrogliosis in SCA1.

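*Apoe* (ENSMUSG00000002985, chromosome 7 of GRCm38 from 19696109 to 19699188, reverse strand) in VA was at 2314 ± 1096 CPM in SCA1 and 2097 ± 1104 CPM in WT VA (SD, n = 3), and its log2 fold change of 0.19 was smaller than its SE of 0.417 (adjusted p = 1.00). It was negative without SCA1 mouse 2 (-0.32) or without WT mouse 3. On nuclei it was 0.19 (adjusted p = 0.145). From the higher *Vim* and *Apoe* the paper concludes that velate astrocytes are reactive.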

**FIGURE 4:**
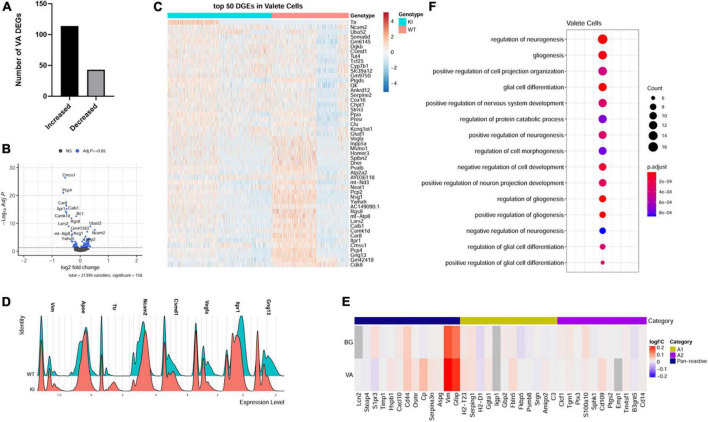
Velate astrocytes gene expression changes in SCA1. For identified velate astrocytes limma was used to test differential gene abundance between control and *Pcp2-ATXN1[82Q]* samples. *N* = 3 mice of each genotype. *P* values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted *p*-values of 0.05. **(A)** Number of upregulated and downregulated differentially expressed genes (DEGs) in VA. **(B)** Volcano plot showing DEGs of VA cluster in *Pcp2-ATXN1[82Q]* SCA1. **(C)** Heatplot displaying expression profiles of top 25 highest upregulated and downregulated DEGs in wild-type and *Pcp2-ATXN1[82Q]* VA determined by logFC values with adjusted p-values ≤ 0.05. *N* = 3 mice of each genotype. **(D)** Ridgeplot showing distribution of expression of selected genes in wild-type and *Pcp2-ATXN1[82Q]* VAs. **(E)** Heatplot of normalized expression of astrocyte A1/A2 genes in BG and VA at 12 weeks of age. Color indicates logFC. **(F)** Dot plot of the pathway analysis of total DEGs between WT and *Pcp2-ATXN1[82Q]* VA at 12 weeks of age. The color of dots depicts the adjusted p values, radius of the dot depicts gene counts (number of genes in the enriched pathway).

A previous study identified two different types of reactive astrocytes that were termed “A1” and “A2,” respectively (Liddelow et al., 2017). A1 astrocytes are thought to be harmful as they up-regulate classical complement cascade genes previously shown to be destructive to synapses, while A2 astrocytes are thought to be neuroprotective due to increased expression of neurotrophic factors. To determine whether reactive BG and VAs are more like A1 or A2 astrocytes, we examined the expression of A1 and A2 astrocyte genes in VA and BG. 

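Genes of reactive astrocytes were taken from panels of 13 genes each, fixed from general knowledge of pan-reactive, A1 (neurotoxic) and A2 (neuroprotective) astrocytes, and tested with camera on the mouse sums. Of the pan-reactive panel, 5 genes could be tested in BG and 4 in VA, with median log2 fold changes of 0.30 and 0.22 (adjusted p = 0.404 and 0.314 over the 6 panel tests). The A1 panel had 3 genes tested in BG (median -0.21, adjusted p = 0.596) and 2 in VA (median 0.22, adjusted p = 0.444). The A2 panel had 2 in BG (median -0.029, adjusted p = 0.888) and 2 in VA (median 0.075, adjusted p = 0.853). Under fry, which estimates the correlation between genes, the pan-reactive panel had adjusted p of 0.906 in BG and 0.432 in VA, and no panel passed under either test. *Gfap* in VA was at 163 ± 32.9 CPM in SCA1 and 146 ± 56.2 CPM in WT VA (SD, n = 3), with a log2 fold change of 0.17 (SE 0.291) that was negative without WT mouse 3. *Cd44* changed by 0.26 in VA (SE 0.257) and by 0.11 in BG (SE 0.427), and *Vim* by 0.55 in BG (SE 0.389), where *Vim* turned negative without SCA1 mouse 2, and *Cd44* without SCA1 mouse 1, SCA1 mouse 2, WT mouse 1 or WT mouse 2. On nuclei, *Vim* passed in BG (adjusted p = 0.0258), while *Gfap* in VA and *Cd44* in VA and BG did not (adjusted p = 0.137, 0.758 and 0.591).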

While we found increased expression of panreactive genes *Gfap*, *Vim*, and *CD44*, we found no clear pattern or distinction in A1 or A2 type gene expression in BG or VAs (Figure 4E).

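*Ncam2*, *Sema6d*, *Qk*, *Serpine2*, *Clu* and *Csmd1* were all higher in SCA1 VA, with log2 fold changes of 0.41, 0.27, 0.14, 0.27, 0.38 and 0.52 and each with an adjusted p of 1.00 in edgeR. *Serpine2* (ENSMUSG00000026249, chromosome 1 of GRCm38 from 79794197 to 79861180, reverse strand) was at 324 ± 18.9 CPM in SCA1 and 269 ± 16.7 CPM in WT VA (SD, n = 3), with every SCA1 mouse above every WT mouse. *Ncam2* was at 1351 ± 392 CPM in SCA1 and 1045 ± 429 CPM in WT VA and *Csmd1* at 465 ± 203 CPM in SCA1 and 315 ± 168 CPM in WT VA, both with overlapping mice. The sign of *Qk* turned without SCA1 mouse 1 or WT mouse 1, and that of *Clu* without SCA1 mouse 2. On nuclei all 6 passed, with adjusted p from 3.49e-08 (*Ncam2*) to 0.0315 (*Clu*).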

Among the top upregulated VA genes were genes involved in neurogenesis, gliogenesis, and synapse maintenance including *Neural Cell adhesion molecule 2* (*Ncam2*), *Sema6D*, *Quaking (Qk)*, *Serpine E2*, *Clusterin (Clu)* and *CUB And Sushi Multiple Domains 1* (*Csmd1*). NCAM2 is involved in many roles in the brain including neurogenesis, neuronal migration, neuronal differentiation, synaptogenesis, calcium signaling, and maintenance of presynaptic and postsynaptic compartments in adult brains. In addition, it has been proposed that a decrease in NCAM2 levels is associated with loss of synaptic structure in the early stages of neurodegenerative diseases (Parcerisas et al., 2021). Quaking (Qk) is an RNA binding protein residing in astrocyte processes and promotes astrocyte maturation (Sakers et al., 2021). Astrocyte secreted Clu co-localizes with presynaptic puncta of excitatory neurons and loss of *Clu* led to impaired presynaptic function and reduced spine density *in vivo* (Chen et al., 2021). On the other hand, overexpression of *Clu* in astrocytes reduced pathology and restored synaptic function in mouse model of Alzheimer’s disease (Chen et al., 2021). Recently, *CUB And Sushi Multiple Domains 1*(*Csmd1*) was suggested to oppose the complement cascade that facilitates synaptic loss in neurodegeneration (Baum et al., 2020). Therefore, it is reasonable to assume that increased expression of *Ncam2*, *Qk*, *Clu* and *Csmd1* in velate astrocytes may be neuroprotective in SCA1 by promoting astrocyte maturation and synaptic function.

VEGF is a neurotrophic factor whose decrease was previously shown to contribute to Purkinje cell pathology in SCA1 (Cvetanovic et al., 2011). 

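*Vegfa* (ENSMUSG00000023951, chromosome 17 of GRCm38 from 46016993 to 46032369, reverse strand), the gene of the family taken here, was at 90.9 ± 8.92 CPM in SCA1 and 136 ± 42.9 CPM in WT VA (SD, n = 3), with overlapping mice. On the log2 scale it changed by -0.59 (SE 0.273, adjusted p = 1.00), between -0.79 and -0.31 with each mouse left out. Taking nuclei as replicates it was -0.17 (adjusted p = 0.0556), and in granule neurons -0.19.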

We found a reduced expression of *vascular endothelial growt*h *factor* (*VEGF)* suggesting that velate astrocytes contribute to a VEGF reduction in SCA1 (Figure 4D).

Pathway analysis of all VA DEGs identified developmental pathways including regulation of neurogenesis, gliogenesis, positive regulation of projection organization, regulation of nervous system development, and regulation of protein catabolic process (Figure 4F). Breaking this down into pathways unique to up and downregulated genes, we found that GO pathway analysis of only upregulated genes highlighted many developmental pathways including cell morphogenesis, regulation of neuron projection development, positive regulation of gliogenesis, and glial differentiation (*q* values of 3.2 × 10^–6^, 1.5 × 10^–5^, 3.9 × 10^–5^, and 4.5 × 10^–5^, respectively). Further, GO pathway analysis of the downregulated genes identified calcium ion binding (*q* = 3.1 × 10^–3^), vesicle mediated transport in synapse (*q* = 3.5 × 10^–2^), negative regulation of neuronal death (*q* = 4.1 × 10^–2^), glutamatergic synapse (*q* = 4.5 × 10^–4^), Spinocerebellar ataxia (*q* = 1.3 × 10^–3^), retrograde endocannabinoid signaling (*q* = 2.4 × 10^–2^), and long-term depression (*q* = 2.7 × 10^–2^).

Together, these results indicate that VAs exhibit a reactive astrocyte phenotype in SCA1 that is characterized by the expression of genes regulating synapse structure and maintenance. Furthermore, reduction in *Vegf* expression in VAs seems to implicate VAs as an important contributor to reduced VEGF expression in the SCA1 cerebellum, suggesting that they may play a role in PC pathology. As this model represents a non-cell autonomous response of these cells to PC dysfunction this could indicate a negative feedback mechanism that could contribute to progressive worsening of cellular pathology over time.

### Gene expression analysis indicates reactive activation in Spinocerebellar ataxia type 1 oligodendrocytes

Oligodendrocytes (OL) envelop axons with myelin and maintain long-term axonal integrity (Bradl and Lassmann, 2010). Cells of the oligodendrocyte lineage are important for cerebellar development and motor learning (Mathis et al., 2003; McKenzie et al., 2014). Previous studies have found significant changes in the cerebellar white matter in SCA1 patients and in *Pcp2-ATXN1[82Q]* mice, indicating that oligodendrocytes (OLs) may be affected in SCA1 (Liu et al., 2018; Park et al., 2020). Moreover, a recent study found a decrease in oligodendrocyte numbers in human post-mortem samples from patients with SCA1 (Tejwani et al., 2021) and a decreased expression of mature oligodendrocyte genes, including *Myelin Oligodendrocyte Glycoprotein* (*Mog*) in a knock-in mouse model of SCA1, *Atxn1^154^Q*/2*^Q^* mice (Tejwani et al., 2021). In *Atxn1*^154^*Q*/2*^Q^* mice mutant Atxn1 is expressed widely, including in oligodendrocyte precursor cells (OPC) and OLs.

To gain insight into which of these gene expression changes are induced in response to PC pathogenesis alone, we examined genes and pathways altered in oligodendrocyte nuclei from *Pcp2-ATXN1[82Q]* mice compared to littermate controls. 

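OL nuclei summed to 5430064 UMIs in the SCA1 and 4054725 UMIs in the WT mice, at median depths of 6418.5 and 6417.5 UMIs. All SCA1 mice lay above all WT mice for 208 genes and below for 171. On nuclei, 122 DEGs were higher and 71 lower in SCA1 OL (63.2% higher). Of the 16 genes that the paper names for OL, 15 had enough counts for edgeR, and 0 of those passed over all genes or adjusted over the list alone, while 16 passed on nuclei.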

We found 154 DEGs in oligodendrocytes in *Pcp2*-*ATXN1[82Q]* cerebella, with the majority (94 DEG or 61%) of these genes being upregulated (Figure 5A). 

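The OL genes *Trf*, *Mog*, *Cldn11* and *Rtn4* changed by 0.13, 0.19, 0.22 and 0.055 on the log2 scale, each less than its SE (0.257, 0.261, 0.241 and 0.277). *Mog* (ENSMUSG00000076439, chromosome 17 of GRCm38 from 37010743 to 37023398, reverse strand) was at 824 ± 147 CPM in SCA1 and 723 ± 196 CPM in WT OL (SD, n = 3), and *Trf* at 1161 ± 56.1 CPM in SCA1 and 1059 ± 102 CPM in WT OL. For all 4 the mice overlapped, and the sign of *Rtn4* turned without SCA1 mouse 1, SCA1 mouse 3 or WT mouse 1. On nuclei the log2 fold changes were 0.25 (adjusted p = 0.00184), 0.23 (adjusted p = 0.00643), 0.22 (adjusted p = 0.00664) and 0.21 (adjusted p = 0.0120). In granule neurons *Trf*, *Mog* and *Cldn11* rose by 0.15, 0.37 and 0.44.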

While the percentage of OLs identified in our SCA1 samples is not significantly different from WT controls, the expression of several oligodendrocyte marker genes including *Transferrin* (*Trf)*, *Mog*, *Claudin 11* (*Cldn11*) and *Reticulon 4* (*Rtn4*) was increased (Figures 5B–D; Bradl and Lassmann, 2010).

**FIGURE 5:**
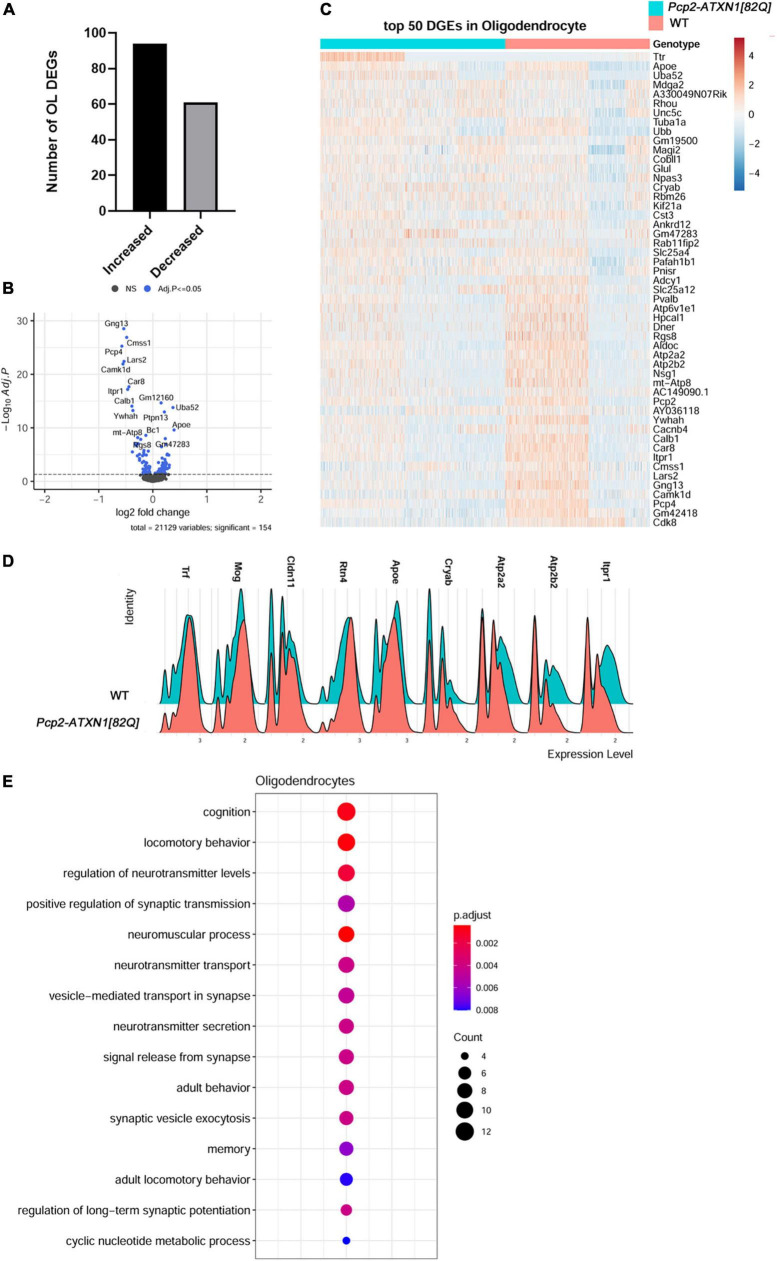
Gene expression changes in SCA1 oligodendrocytes. Limma was used to test differential gene abundance in oligodendrocytes between control and *Pcp2-ATXN1[82Q]* samples. *N* = 3 mice of each genotype. *P* values were adjusted using Benjamini-Hockberg method. Differential gene expression was determined by an adjusted *p*-values of 0.05. **(A)** Number of upregulated and downregulated differentially expressed genes (DEGs) in OL. **(B)** Volcano plot showing DEGs of OL cluster in *Pcp2-ATXN1[82Q]* SCA1. **(C)** Heatplot displaying expression profiles of top 25 highest upregulated and downregulated DEGs in wild-type and *Pcp2-ATXN1[82Q]* oligodendrocytes determined by logFC values with adjusted *p*-values ≤0.05. *N* = 3 mice of each genotype. **(D)** Ridgeplot showing distribution of expression of selected genes in wild-type and *Pcp2-ATXN1[82Q]* OL. **(E)** Dot plot of the pathway analysis of total DEGs between WT and *Pcp2-ATXN1[82Q]* OL at 12 weeks of age. The color of dots depicts the adjusted p values, radius of the dot depicts gene counts (number of genes in the enriched pathway).

Increased expressions of *Crystallin Alpha B* (*Cryab)* and *apolipoprotein E* (*ApoE)* have been associated with protective reactive gliosis in neurodegenerative diseases such as Parkinson’s disease (PD), Alzheimer’s disease (AD), and Multiple Sclerosis (MS) (Ophir et al., 2003; Ousman et al., 2007; Liu et al., 2015; Kuipers et al., 2017; D’Agostino et al., 2019). 

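*Cryab* (ENSMUSG00000032060, chromosome 9 of GRCm38 from 50751325 to 50756636, forward strand) in OL was at 173 ± 91.2 CPM in SCA1 and 135 ± 40.8 CPM in WT OL (SD, n = 3), a log2 fold change of 0.37 (SE 0.352, adjusted p = 1.00). *Apoe* was at 639 ± 365 CPM in SCA1 and 491 ± 384 CPM in WT OL, a log2 fold change of 0.57 (SE 0.455, adjusted p = 1.00), and *Jund* at 114 ± 54.7 CPM in SCA1 and 84.0 ± 33.3 CPM in WT OL, a log2 fold change of 0.48 (SE 0.385, adjusted p = 1.00). The mice of both genotypes overlapped for each gene, and the sign turned without SCA1 mouse 2 for all 3 (-0.059, -0.11 and -0.0044). On nuclei the adjusted p were 0.00202, 2.47e-07 and 0.00184. In granule neurons the genes rose by 0.66, 0.57 and 0.57.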

We found increased expression of *Cryab* and *ApoE* indicating protective reactive oligodendrogliosis in SCA1.Notably, we observed increased expression of transcriptional factor *JunD*, which is a functional component of activated protein 1 (AP1) complex. The AP1 complex regulates many OL inflammatory and immune genes, suggesting that AP1 may modulate a non-cell autonomous reactive OL response in SCA1 pathogenesis (Behmoaras et al., 2008).

We also found altered expression of many genes important for oligodendrocyte function (Figure 5E). Among them is increased expression of *Glutamate-Ammonia Ligase* (*Glul*) encoding for glutamine synthetase (GS) This molecule serves as a key glutamate-catabolizing enzyme that catalyzes the conversion of glutamate to glutamine. 

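*Glul* (ENSMUSG00000026473, chromosome 1 of GRCm38 from 153899944 to 153909723, forward strand) in OL was at 417 ± 52.6 CPM in SCA1 and 369 ± 55.3 CPM in WT OL (SD, n = 3), with overlapping mice, and its log2 fold change of 0.18 was smaller than its SE of 0.250 (adjusted p = 1.00). Counted over nuclei it was 0.23 (adjusted p = 0.00623), and in granule neurons it was 0.35.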

Previous studies demonstrated that OLs support neuronal glutamatergic transmission via expression of GS (Xin et al., 2019). Moreover, *Glul* expression in OLs is increased in chronic pathological conditions including amyotrophic lateral sclerosis (ALS) and MS (Ben Haim et al., 2021). As glutamate signaling is perturbed in SCA1, it is possible that OLs increase GS expression to compensate for these changes in glutamate metabolism in SCA1.

Genes downregulated in SCA1 OLs included *Atp2a2* and *Atp2a3* which encode for the calcium endoplasmic reticulum pumps SERCA1 and SERCA2, respectively. This implicates a reduced ability of OLs endoplasmic reticula (ER) to buffer calcium. In addition, reduced expression of *Atp2b2* that encodes for Plasma Membrane Calcium-Transporting ATPase is expected to reduce plasma membrane calcium buffering. Together these results indicate perturbed calcium homeostasis as a feature of reactive SCA1 OLs (Figures 5B-D).

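*Atp2a2* in OL was at 182 ± 54.0 CPM in SCA1 and 256 ± 99.8 CPM in WT OL (SD, n = 3), with overlapping mice, a log2 fold change of -0.47 (SE 0.223, adjusted p = 1.00). *Atp2a3* (ENSMUSG00000020788, chromosome 11 of GRCm38 from 72961169 to 72993044, forward strand) was at 5.14 ± 1.53 CPM in SCA1 and 10.6 ± 13.8 CPM in WT OL and had too few counts for the test on mouse sums. On nuclei the log2 fold changes were -0.25 (adjusted p = 4.90e-05) and -0.069 (adjusted p = 0.00150).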

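*Atp2b2* (ENSMUSG00000030302, chromosome 6 of GRCm38 from 113743831 to 114042613, reverse strand) in OL was at 119 ± 75.4 CPM in SCA1 and 181 ± 114 CPM in WT OL (SD, n = 3), with overlapping mice. By edgeR the log2 fold change was -0.60 (SE 0.276, adjusted p = 1.00), between -0.79 and -0.33 with each mouse left out, and -0.27 (adjusted p = 4.56e-07) on nuclei. It fell by 0.29 in granule neurons. From the lower expression of these pumps, the paper proposes that OL buffer calcium less well.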

Intriguingly, the top two pathways of OLs DEGs identified were cognition and locomotor behavior, implicating that molecular pathway alterations in SCA1 oligodendrocytes could be associated with the broader symptomology of SCA1. Pathway analysis of all OLs DEGs also identified regulation of neurotransmitter levels, positive regulation of synaptic transmission, vesicle-mediated transport in synapses and neurotransmitter secretion, potentially implicating OL in modulating synaptic transmission in SCA1 (Figure 5E).

Breaking this analysis down into pathways unique to up and downregulated genes, we found that GO pathway analysis of only downregulated genes identified pathways involved in transport and binding of ions including inorganic cation transmembrane transporter activity (q = 7.5 × 10^–6^), calcium binding (q = 9.3 × 10^–6^), P-type calcium transporter activity (q = 4.2 × 10^–4^), synaptic signaling (q = 1.6 × 10^–7^), modulation of chemical synaptic transmission (q = 5.4 × 10^–6^), glutamatergic synapse (q = 6.4 × 10^–6^), and Spinocerebellar ataxia (q = 2.9 × 10^–5^). Moreover, pathway analysis of OLs upregulated DEGs identified movement of cell or subcellular component (q = 9.4 × 10^–5^), cell migration (q = 8.8 × 10^–4^), myelin sheath (q = 2.4 × 10^–7^), and synapse (q = 1.4 × 10^–4^).

Together, these analyses indicate that oligodendrocytes respond to PC dysfunction in SCA1 by becoming reactive. Reactive response of SCA1 OLs is characterized by increased expression of *Cryab*, *ApoE, and Glul*, and may be regulated by transcriptional factor AP1. While this may allow for increased neuroprotection, such as compensatory glutamate buffering, reactive OLs response may impact their calcium homeostasis.

## Discussion

Through this work we sought to increase our understanding of the cell-type specific changes during the early stages of SCA1. Furthermore, by using a model in which the pathological mutation was restricted to PCs, we aimed to provide insight into how these pathogenic processes within PCs affect non-cell autonomous gene expression and signaling pathways within other cerebellar cells. To accomplish this, we have employed single nuclei RNA sequencing to investigate transcriptional changes in individual cerebellar cell types in “early stage” 12 week old animals, a time point which represents a phase of SCA1 in which symptoms are beginning to become apparent but before the progressive cell death of PCs within the cerebellum.

There are several important findings from our study. First, mutant ATXN1 expression in Purkinje cells causes profound transcriptional alterations in cerebellar glia in a non-cell autonomous manner. Mutant ATXN1 expression in PCs alone caused altered gene expression in every glial subtype analyzed, often driving an increase in gene expression (Bergmann glia (62.8%), velate astrocytes (72.6%) and oligodendrocytes (61%). As at this early disease stage there is no detectable Purkinje cell loss in *Pcp2-ATXN1[82Q]* mice, we propose that these glial transcriptome changes are in direct response to ATXN1-driven Purkinje cell dysfunction (Bell et al., 2010; Ingram et al., 2016b).

Second, we identified novel transcriptional changes in PCs that may be relevant to disease pathogenesis. These potentially compensatory gene expression changes include increased expression of *Ralyl*, *Atp6v0c*, *Atpgv0a1*, *Atp6v1h*, Atp6v and *Slc32a1. Ralyl* is an RNA binding protein known for its neuroprotective role in Alzheimer’s (Zhang et al., 2020). Increased expression of three vacuolar V-type ATP-ase subunits (*Atp6v0c*, *Atpgv0a1*, and *Atp6v1h*) that provide electrochemical gradient to fill synaptic vesicles with GABA, and *Slc32a1*, encoding vesicular GABA and Glycine Transporter (VGAT) that transports GABA in the vesicles may suggest increased GABA content in PCs synaptic vesicle. As spontaneous firing rate of PCs is decreased in *Pcp2-ATXN1[82Q]* mice (Dell’Orco et al., 2015), an increase in GABA loading per vesicle may represent compensatory change to restore or ameliorate synaptic transmission by increasing the total amount of GABA released at PC terminals.

Third, because previous work in this mouse model suggested altered levels of mutant ATXN1 in PCs across the cerebellum, we assessed the relative expression of human ATXN1 within our SCA1 PCs. In doing so, we identified two populations- those that were expressing detectable ATXN1 (∼25%) and those that had no detectable ATXN1. It is likely that we underestimated the number of mutant ATXN1 expressing PCs due to the rigor of our analysis. It is unclear whether PCs with undetectable mutant *hATXN1* have reduced production of mutant ATXN1 mRNA or are more efficient in transporting it out of the nucleus and/or degrading it. Intriguingly, in contrast to prevalent gene downregulation in total PCs and *hATXN1- PCs*, majority of DEGs were upregulated in *hATXN1*+ cells. It is possible that these upregulated genes provide resistance to SCA1, and it will be important for future studies to distinguish whether *hATXN1*+ or – cells are more affected in SCA1. This result also indicates that some of the ATXN1 –induced gene expression changes may be missed when comparing total SCA1 to WT PCs. Furthermore, out of 370 DEGs in *hATXN1- PCs*, 355 were also present when comparing total SCA1 to WT PCs. 

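On mouse sums, the 1 DEG of *hATXN1*- PCs was also a DEG of all SCA1 PCs. On nuclei, 322 of the 327 DEGs of *hATXN1*- PCs were also DEGs of all SCA1 PCs, of which *hATXN1*- PCs make up 110 nuclei and *hATXN1*+ PCs 31.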

Thus majority (64%) of DEGs identified in comparison of total SCA1 and WT PCs are genes with altered expression in PCs in which we could not detect mutant *hATXN1.*

Fourth, our results support perturbed Shh signaling as one of contributors to BG molecular alterations in SCA1. Sonic hedgehog (Shh) signaling is one of the key communication pathways by which PCs regulate BG character (Farmer et al., 2016). We found that the expression of Shh receptors *Patched 1* and 2 and Shh signaling downstream transcription factor *Gli1* are reduced in SCA1 BG. Previous studies have shown that Shh-Ptch2 communication regulates expression of homeostatic genes *Slc1a3*, *Kcnj10*, and *Aqp4* in Bergmann glia (Farmer et al., 2016). We also validated a previously reported decrease in the expression of glutamate transporter *Slc1a3* in Bergmann glia (Cvetanovic, 2015), and identified additional perturbations in the expression of homeostatic genes such as *Kcnj10 and Aqp4* that are critical for PC function (Djukic et al., 2007; Nicita et al., 2018). Therefore, we propose that decreased Shh signaling contributes to reduced expression of S*lc1a3* and *Kcnj10* and increased expression of *Aqp4* that we found in SCA1 BG.

Fifth, we provide evidence that reactive response in velate astrocytes includes increased expression of several neuroprotective genes such as *ApoE, Ncam2*, *Clu* and *Csmd1*. ApoE, among other roles, contributes to astrocyte activation and increases BDNF secretion. Increased ApoE in SCA1 VAs may contribute to increased BDNF that is neuroprotective in SCA1 (Ophir et al., 2003; Sen et al., 2017; Mellesmoen et al., 2018; Sheeler et al., 2021). *Ncam2, Clu* and *Csmd1* are protective against loss of synapses (Baum et al., 2020; Parcerisas et al., 2021), and their increased expression in SCA1 VAs may compensate for loss of synapses seen in SCA1. These results also increase our limited understanding of VAs reactive gliosis in cerebellar disease.

Six, we identified intriguing transcriptional changes in SCA1 oligodendrocytes indicative of reactive oligodendrogliosis that may be regulated by increased expression of JunD. While OLs numbers do not seem to be altered at 12 weeks in *Pcp2-ATXN1[82Q]* cerebellum, we have found increased expression of OL marker genes and neurosupportive genes including *Trf*, *Mog*, *Cldn11*, *Rtn4*, *Glul, Cryab* and *ApoE*. These results indicate neuroprotective effects of reactive cerebellar OLs in SCA1.

Finally, we identified shared DEGs and pathways that are altered in all four analyzed cell types in SCA1 cerebella and as such are promising candidates for future therapies. Transthyretin (Ttr) is a protein that binds and distributes retinol and thyroid hormones. Retinol is important for cerebellar function (Tafti and Ghyselinck, 2007) where it binds retinoic acid receptor-related orphan receptors (ROR). Previous studies identified the importance of retinol in SCA1 (Serra et al., 2006), by demonstrating reduced expression of RORa–regulated genes in cerebella of SCA1 mice, and that partial loss of RORa enhances PCs pathology (Serra et al., 2006). Recent studies found that Ttr plays important roles in other cells such as OPC, cerebellar granule neurons and astrocytes. For example, Ttr regulates proliferation and survival of OPCs (Alshehri et al., 2020), δ-GABAA-R expression in cerebellar granule neurons (Zhou et al., 2019), and glycolysis in astrocytes (Zawişlak et al., 2017). We found that *Ttr* expression is increased in SCA1 PCs, BG, VA and OL. It is likely that this increase in *Ttr* expression is beneficial for PCs, OLs, astrocytes and granule neurons, and compensates for reduced RORa function in SCA1. It will be important to understand the mechanism of *Ttr* upregulation, and whether exogenous Ttr is therapeutically beneficial in SCA1.

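*Ttr* (ENSMUSG00000061808, chromosome 18 of GRCm38 from 20665280 to 20674321, forward strand) was at 47.6 ± 82.5 CPM in SCA1 and 10.7 ± 10.7 CPM in WT PCs (SD, n = 3), at 173 ± 298 CPM in SCA1 and 62.5 ± 56.7 CPM in WT BG, at 217 ± 371 CPM in SCA1 and 63.7 ± 52.9 CPM in WT VA and at 208 ± 360.0 CPM in SCA1 and 74.7 ± 64.7 CPM in WT OL. Its level in SCA1 mice rested on 1 mouse, since in each of the 4 cell types SCA1 mouse 1 was the highest of all mice while SCA1 mice 2 and 3 had at most 4.58 CPM. SCA1 mouse 1 thus lay above WT mouse 1 in batch 1, whereas in batch 2 both WT mice lay above both SCA1 mice. The fitted log2 fold change was 0.91 (SE 2.07, adjusted p = 1.00) in PCs, -1.65 (SE 2.36, adjusted p = 1.00) in BG, -1.24 (SE 2.09, adjusted p = 1.00) in VA and -2.78 (SE 3.01, adjusted p = 1.00) in OL, so that in glia its sign was opposite to that of the difference of the means. In glia the sign turned positive without SCA1 mouse 2, without SCA1 mouse 3 or without the batch term, and in VA also with the replicate number as a block. In PCs DESeq2 gave -5.36, and the sign also turned negative in limma-trend on the sums and without WT mouse 1. Without SCA1 mouse 1 the fold change was -5.84 in BG, -4.93 in VA and -10.21 in OL (adjusted p = 0.0204, 0.00281 and 0.0214), and it also passed the threshold in glia without WT mouse 1. The nuclei test gave log2 fold changes of 0.88 (adjusted p = 4.59e-08) in PCs, 1.00 (adjusted p = 3.08e-60) in BG, 1.04 (adjusted p = 1.03e-56) in VA and 1.00 (adjusted p = 3.69e-74) in OL. In granule neurons too SCA1 mouse 1 was the highest.

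**Figure D3:**
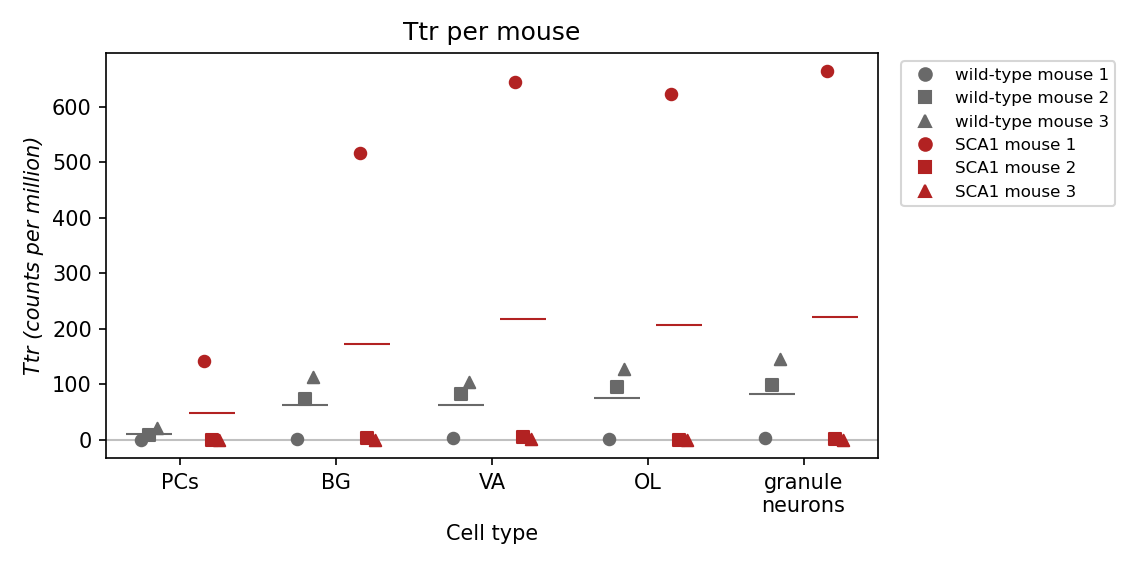
Level of *Ttr* in CPM for each mouse (points) in PCs, BG, VA, OL and granule neurons, with the mean of the 3 mice of each genotype (horizontal lines). SCA1 mouse 1 lies above all other mice in each cell type, and SCA1 mice 2 and 3 lie near 0. WT mice 2 and 3 lie between them.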

In addition, several Magenta module genes, including genes involved in calcium homeostasis, such as *Atp2a2* and *Itpr1* were reduced in all four cell types, indicating that restoring calcium homeostasis may be another good target for SCA1 therapeutic approaches.

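*Atp2a2* was at 229 ± 43.9 CPM in SCA1 and 281 ± 76.2 CPM in WT BG (SD, n = 3) and at 277 ± 38.6 CPM in SCA1 and 354 ± 82.4 CPM in WT VA, with log2 fold changes of -0.28 in BG and -0.34 in VA (SE 0.210 and 0.235, adjusted p = 1.00 in both). *Itpr1* was at 163 ± 66.3 CPM in SCA1 and 252 ± 159.7 CPM in WT BG, at 360.2 ± 73.2 CPM in SCA1 and 527 ± 166 CPM in WT VA and at 167 ± 98.1 CPM in SCA1 and 299.7 ± 214 CPM in WT OL, with overlapping mice in each. On nuclei *Atp2a2* passed the threshold in all 4 cell types. In granule neurons of the same mice *Atp2a2* fell by 0.33 on the log2 scale. From the lower expression of these genes in all 4 cell types, the paper proposes that restoring calcium homeostasis may be a target for therapy.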

Selective neuronal vulnerability is a feature shared by many neurodegenerative diseases. In the case of SCA1, although mutant ATXN1 is expressed throughout the brain, cerebellar Purkinje cells (PCs) are most affected (Servadio et al., 1995). Severe vulnerability of PCs in SCA1 is likely brought about by the combination of the toxic effects of mutant ATXN1 within PCs and the changes in PCs microenvironment, including glial cell alterations. In this respect, it is important to note that glial cells in the cerebellum are found to have distinct transcriptomes compared to the glial cells in other brain regions (Grabert et al., 2016; Soreq et al., 2017; Boisvert et al., 2018). Uniqueness of cerebellar glia gets even more pronounced during aging (Grabert et al., 2016; Boisvert et al., 2018; Clarke et al., 2018). Yet, while neurodegeneration associated glial gene expression changes have been studied intensively in the other brain regions, less is known about gene expression changes in cerebellar glia during neurodegeneration. Our results provide much needed insight into gene expression changes of cerebellar Bergmann glia, velate astrocytes and oligodendrocytes in response to PC dysfunction.

It is likely that some of the molecular changes we identified are compensatory, allowing for continued cerebellar function, and that some may be pathogenic, promoting disease progression.

Our results provide a framework to investigate how individual pathogenic processes contribute to the sequence of progressive cerebellar dysfunctions in SCA1. Our results are freely available and we hope that they will stimulate future studies to causally investigate how these gene and pathway perturbations contribute to SCA1 pathogenesis as well as facilitate development of novel therapeutic approaches.

## Data availability statement

All the data from this study are available from the authors. RNA sequencing data are deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215336.

## Ethics statement

Animal experimentation was approved by Institutional Animal Care and Use Committee (IACUC) of University of Minnesota.

## Author contributions

MC conceptualized the study. EB, CS, KH, FM, and KS performed the experiments. YZ and MC analyzed the data. MC, EB, CS, KH, FM, KS, and YZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

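Single nuclei of whole cerebella were sequenced from 3 *Pcp2-ATXN1[82Q]* (SCA1) and 3 wild-type (WT) mice, with 1 library per mouse, and the authors deposited a table of UMI counts per gene and nucleus for each mouse. These values are whole numbers that were not normalized. Before depositing them, the authors aligned the reads with CellRanger to mm10 with the human *ATXN1* locus added, counted reads on introns as well as exons, and removed debris with DIEM, whose minimum was 1000 UMIs per nucleus and 3000 UMIs in the libraries of the first sequencing run. A higher minimum leaves deeper nuclei, so that the libraries of both runs differ in the depth of the nuclei kept. The authors also deposited, for each nucleus, the number of its Seurat cluster within the mouse and its SingleR label. Human *ATXN1* was listed as a gene of its own. Gene coordinates are from GENCODE's annotation of GRCm38, which is mm10, matched by gene symbol.

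Genotypes and replicate numbers were taken from the sample labels. The paper adds batch as a factor and says that the libraries were sequenced on a pair of runs, with a higher DIEM minimum for the libraries of the first run, but its text does not say which mice those were. The batch of each mouse was inferred from the library numbers in the labels, which fall into a pair of ranges, with SCA1 mouse 1 and WT mouse 1 in the lower range. If this assignment were wrong, the batch term would be wrong too, and the values without it are among the alternatives. Where batch is a term, leaving out a mouse of batch 1 means that the other mouse of batch 1 adds nothing to the comparison.

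The paper assigned a cell type where Seurat cluster and SingleR annotation were the same. Here a nucleus was counted as a cell type where its label was also the most frequent label of its cluster in that mouse. This reading of the rule was chosen after the number of nuclei it gives in PCs had been set beside the paper's, and the label alone was added as an alternative. Marker genes served only to check the annotation. No doublet caller was run.

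Counts were summed per mouse and cell type, since nuclei of one mouse are not independent replicates, and tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test with genotype and batch as terms, TMM factors and filterByExpr (minimum count 10, minimum total 15). A gene was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 over the genes tested. Levels are given as counts per 1000000 UMIs (CPM) of these sums, scaled by TMM, with the SD over the mice. The difference between a cell type and granule neurons of the same mice was tested as an interaction in 1 model with mouse as a term, as were *hATXN1*+ against *hATXN1*- PCs. The paper's own test, limma-trend on scran-normalized log2 values of single nuclei with genotype and batch as terms, was run with limma 3.58.1 and scran 1.30.0 as an alternative. It takes nuclei as replicates, which the sums do not, and its log2 fold changes are differences between means of log2 values per nucleus. Their size is therefore not on the scale of the log2 fold changes on sums. scater 1.30.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were also used.

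Before any comparison between genotypes was seen, the tests, the alternatives, the gene panels and the rule for naming genes were fixed. Marker levels per cell type, pooled over the mice, had been seen by then. A gene is named where the paper's results name it for a cell type, or where, within a cell type, it is among the 3 largest increases or the 3 largest decreases among the DEGs whose SCA1 mice all lie on one side of all WT mice. The alternatives were DESeq2 1.42.0, RLE factors, library size only, no filter on low counts, limma-trend on the sums (prior count 2), nuclei of at least 3000 UMIs, no batch term, the replicate number as a block in place of batch, thinning to fixed depths, each mouse left out in turn and the test on nuclei. For shares of nuclei, the nuclei with an assigned type were an alternative denominator. Shares were compared by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 mice against 3. Adjusted p for a list of named genes alone are given as such.

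The libraries held 18916647 to 98366627 UMIs over 3354 to 10897 nuclei, and the cell types of interest few nuclei each, with 31 *hATXN1*+, 110 *hATXN1*- and 132 WT PC nuclei. Before the real data, edgeR was run for every comparison of sums, DESeq2 and limma-trend for those of cell types and the test on nuclei for PCs only, while the panel tests were not. These runs used simulated counts with the pooled means and library sizes of the real mice and 200 genes changed by 1.5 on the log2 scale. Each had a single spread for all genes and no difference between batches, so that the shares called may be too high for the measured counts. edgeR called 83.9% of the changed genes tested in PCs, 78.0% in BG, 83.2% in VA, 64.1% in OL and 90.9% in granule neurons, and fewer as interactions, 38% in PCs, 39.5% in BG, 33% in VA and 9.50% in OL. A smaller change than the simulated one would be called less often. Intervals on shares cover counting error only.

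The labels number the mice of each genotype alike. Whether the numbers pair the mice was checked by correlating, across genes, the deviations of same-numbered mice from their genotype's mean. In BG the correlations of pairs 1, 2 and 3 were 0.761, 0.102 and 0.644, in VA 0.719, 0.143 and 0.622 and in granule neurons 0.873, 0.250 and 0.805, all above 0.1, the minimum set for a pairing, and values with the replicate number as a block are given beside these cell types where they change a call. The first pair is that of batch 1. Pair 2 was not above all differently numbered mice. SCA1 mouse 3 with WT mouse 2 had 0.195 in BG and 0.400 in granule neurons, and SCA1 mouse 2 with WT mouse 1 had 0.170 in VA. The number 2 is therefore not shown to pair mice. No pair of mice of one genotype had counts that differed by less than the sampling noise.

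To see how often other groupings give as many DEGs, the comparison of genotypes was run again for all 10 ways to split the mice into groups of 3, and with the classes swapped in the mice for *hATXN1*+ against *hATXN1*- PCs. Comparisons of both classes with the same WT mice were set beside 20 simulations of unchanged classes, and *hATXN1*+ nuclei beside 100 draws of the *hATXN1*- nuclei nearest to them in depth. The paper's enrichment of gene ontology terms, its module gene lists beyond the genes its text names, its RT-qPCR and its staining were not analysed here, and some of the genes that its text names are not reported here. Only part of the paper's Supplementary Table 5 was used, for a comparison of log2 fold changes gene by gene.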

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

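The tests of *Hs6st3* against RNA of granule neurons and against a shared shift, those of *Gm12160* by batch and by neighbouring genes, and those of the genes lower in *hATXN1*+ PCs by depth and by RNA of granule neurons were chosen only after these results had been seen.

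*Hs6st3* was singled out because its change differed between cell types. It rose by 2.78 on the log2 scale in PCs and by 0.22 in granule neurons of the same mice, and the difference of 2.48 (SE 0.267, adjusted p = 0.0313, edgeR) made it the 1 gene of 15796 past the threshold in this comparison, with all SCA1 mice above all WT mice in PCs. DESeq2 called 29 genes and edgeR without the filter on low counts 57, while limma-trend on the sums, nuclei of at least 3000 UMIs and the SingleR label alone gave 0, and leaving out each mouse gave 0 to 3, with 0 without SCA1 mouse 1, SCA1 mouse 2, SCA1 mouse 3 or WT mouse 3. In PCs alone it was short of the threshold without SCA1 mouse 1 (adjusted p = 0.0730), without WT mouse 1 (0.0613) and with the SingleR label alone (0.0528), and over all alternatives its adjusted p ranged from 1.57e-21 to 0.0730. A shift shared by all nuclei of a library would leave no difference between the cell types, which the 2.48 argues against. RNA of granule neurons in PC nuclei would bring the abundant granule transcripts too. Over 10 granule marker genes, the median level in SCA1 PCs was 4.20% of that in granule neurons and the highest 11.4%, while granule RNA would have to make up 84.1 to 90.4% of the RNA of these nuclei to raise *Hs6st3* that far, and 1 of the markers was higher in SCA1 than in WT PCs. For the number of genes past the threshold chance cannot be excluded, since 2 of 10 splits of the mice gave at least 1 gene in this comparison, and with 3 mice against 3 the share cannot fall under 1 of 10. The other such split, with 353 genes, puts SCA1 mouse 1, SCA1 mouse 2 and WT mouse 1 in one group, and none of the 3 further splits with both mice of batch 1 together gave any. A response of PCs to the transgene stays open as a hypothesis, as does a difference between the genomes of the genotypes near the gene, which was not tested.

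The comparison of *hATXN1*+ with *hATXN1*- PCs stood out because nuclei of the same mice differed by class, with 113 DEGs past the threshold in edgeR with mouse as a term, 98 of them lower in *hATXN1*+ PCs. The *hATXN1*+ nuclei were deeper in SCA1 mice 1 and 2 but not in SCA1 mouse 3. Thinned to 3000 UMIs per nucleus, 0 of 569 testable genes were called in edgeR (49 at an unadjusted p under 0.05), and limma-trend on nuclei at full depth called 0 (1677 at such a p), whereas DESeq2 called 55. When *hATXN1*- nuclei were instead drawn among those nearest in depth to the *hATXN1*+ nuclei of each mouse, 84 to 92 of the 98 lower genes could be tested in a draw. Their median log2 fold change was -0.89 in the median draw, against -0.89 for the same genes with all nuclei, and it kept over 75% of its size in 100 of 100 draws. The drawn nuclei stayed shallower, with a median of 41336 to 44631 UMIs against 48164 UMIs, so that depth and a difference between the classes cannot be told apart. The draws gave 7 to 261 DEGs, so that their number depends on which nuclei are drawn. More RNA of granule neurons in *hATXN1*- nuclei would raise genes abundant there, but the 98 lower genes had a median log2 ratio of granule to PC level of -2.65, against 0.34 over all tested genes. More of it in *hATXN1*+ nuclei would lower PC genes, and the 98 genes had a median log2 fold change of -0.98. Over 10 granule marker genes, SCA1 PCs reached a median of 4.20% of the granule level, and at most 11.4%. The *hATXN1*+ nuclei held 1452579 of the 5338404 UMIs of SCA1 PCs. Even with all granule RNA in them, it would be too little for such a fall, which argues against it as the whole cause. A smaller part stays open, since the markers were not measured in *hATXN1*+ nuclei alone. Swapping the classes in each way that the 3 mice allow gave as many DEGs in 1 of 4 groupings, the real one included, too few groupings to exclude chance. Whether the 31 *hATXN1*+ nuclei differ from the others in transgene level, state or place was not tested.

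*Gm12160* (ENSMUSG00000087089, chromosome 11 of GRCm38 from 45160943 to 45213656, forward strand, a lincRNA) was the 1 DEG of granule neurons, a cell type whose DEGs the paper's text does not report, while its Supplementary Table 5 lists the gene for PCs. It was at 6.41 ± 2.54 CPM in SCA1 and 0.0606 ± 0.00692 CPM in WT granule neurons (SD, n = 3), a log2 fold change of 6.36 (SE 0.358, adjusted p = 0.00616) by edgeR, that stayed between 6.17 and 6.90 with each mouse left out. The WT level rests on 6 UMIs in all, against 758 in SCA1 granule neurons. It was not past the threshold with library size only (adjusted p = 0.0547), without the batch term (0.100) or without WT mouse 2 (0.233; over all alternatives from 2.07e-17 to 0.233). In the other cell types, SCA1 mice gave 52 UMIs in PCs, 72 in BG, 41 in VA and 135 in OL, and WT mice 0, 0, 0 and 1. A difference between sequencing batches is argued against by the gap within each batch, where the SCA1 mouse of batch 1 lay 3.72 CPM above the WT mouse and the lowest SCA1 mouse of batch 2 lay 6.73 CPM above the highest WT mouse. A chromosome segment that differs between the genotypes cannot be told apart from a change of this gene alone, since 0 of 11 tested genes within 1 Mb had a p under 0.05 (lowest 0.176), but such a segment need not change its other genes. Over all genes tested in granule neurons, 1.67% had such a p. For the number of DEGs chance cannot be excluded, as 2 of 10 splits gave at least 1 DEG in granule neurons, and among the 4 splits that part all numbered pairs, the real one included, 1 did. The other split puts SCA1 mouse 1, SCA1 mouse 2 and WT mouse 1 in one group. With both mice of batch 1 together, the batch term leaves SCA1 mouse 2 against the other mice of batch 2. It is therefore not an even grouping, and the 3 further splits of this kind each set another single mouse apart. Of the splits that part the mice of batch 1, only the real one gave a DEG, but they are too few to exclude chance. These counts do not bear on this gene alone, for which every SCA1 mouse had at least 3.78 CPM and no WT mouse more than 0.0709 CPM in granule neurons. A response of all cell types to disease stays open and was not tested.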

How the results depend on the processing

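Taking the SingleR label alone and adding up the shares of the glial types were chosen after the data had been seen; every other alternative was set before. Over the counts of DEGs, 106 of 177 alternatives gave a count within 1.5 times the one reported, 46 a larger and 25 a smaller one. Of 1581 fold changes of named genes under an alternative, 1394 kept their direction and side of the threshold, 9 fell short of it, 37 changed sign and the remaining ones came past it in the same direction. The test on nuclei alone brought 82 past the threshold, the replicate block 20, the lack of a filter 13 and DESeq2 12. All 60 panel results stayed on their side, and 109 of 117 percentages moved by less than the spread between mice.

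The cause of the changes in the number of DEGs was not tested, beyond what the construction of an alternative fixes. edgeR called 1 DEG in PCs, 0 in BG, 0 in VA, 0 in OL and 1 in granule neurons, with 684, 221, 115, 85 and 291 genes at an unadjusted p under 0.05. Outside PCs these are fewer than a share of 0.05 of the genes tested, which evenly spread p would give. DESeq2 called 81 DEGs in PCs, 3 in BG, 0 in VA, 1 in OL and 17 in granule neurons. With no filter on low counts the numbers were 226, 16, 4, 4 and 3, and with nuclei as replicates 551 in PCs, 402 in BG, 138 in VA and 193 in OL. In PCs, RLE factors gave 9, library size only 4 and the label alone 0, and in OL the label alone gave 1. In granule neurons, library size only and no batch term each gave 0. limma-trend on the sums and nuclei of at least 3000 UMIs left these numbers as they were, as did no batch term outside granule neurons.

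In the interactions with granule neurons, the PC count of 1 became 29 in DESeq2, 57 with no filter and 0 in limma-trend on the sums, with nuclei of at least 3000 UMIs and with the label alone, while BG and OL went from 0 to 1 in DESeq2. For *hATXN1*+ against WT PCs (138 DEGs), DESeq2 gave 212, no filter 451, no batch term 68, thinning to 3000 UMIs 31 and nuclei as replicates 550. For *hATXN1*- against WT PCs (1), DESeq2 gave 14, no filter 96, the label alone 0 and nuclei as replicates 327. Between the classes (113), DESeq2 gave 55, no filter 227, and thinning and nuclei as replicates both 0. Thinning leaves fewer UMIs and so fewer genes to test. The cause of the other changes was not tested.

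With each mouse left out in turn, edgeR called 0 to 8 DEGs in PCs (most without WT mouse 2 or WT mouse 3), 0 to 1 in BG (most without SCA1 mouse 1 or WT mouse 1), 0 to 4 in VA (most without SCA1 mouse 2), 0 to 1 in OL (most without SCA1 mouse 1 or WT mouse 1) and 0 to 1 in granule neurons. The *Gm12160* call, the 1 DEG of granule neurons, was lost without WT mouse 2. The PC interaction gave 0 to 3 genes (most without WT mouse 1). The count was 10 to 301 in *hATXN1*+ (most without WT mouse 2), with the fewest without SCA1 mouse 1, 0 to 2 in *hATXN1*- PCs (most without SCA1 mouse 3) and 113 to 150 between the classes (most without SCA1 mouse 1). Fewer mice give fewer degrees of freedom, and apart from that the cause was not tested.

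With the replicate number as a block in place of batch, edgeR called 189 DEGs in PCs, 7 in BG, 2 in VA, 0 in OL and 9 in granule neurons, 319 in *hATXN1*+ and 14 in *hATXN1*- PCs against WT. In PCs and OL the mice share only a number, since the deviations of same-numbered mice correlated with 0.675, 0.0602 and 0.476 in PCs and with 0.722, -0.243 and 0.354 in OL, so that a block there rests on the number alone. The second pair is not shown in BG, VA and granule neurons either, where some differently numbered mice correlated more. The block changed no call of a panel. The interactions and *hATXN1*+ against *hATXN1*- PCs already have mouse as a term.

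Counting only nuclei of at least 3000 UMIs moved the difference of SCA1 minus WT from -0.118 to -0.472 percentage points for PCs and from 0.0991 to -0.569 for BG. This minimum removes 4784 nuclei of WT mouse 2 and 1104 of SCA1 mouse 2 but 0 in batch 1, and beyond that the cause was not tested. Thinning each nucleus moved the difference in nuclei with human *ATXN1* from 25.1 to 2.93 points at 3000 UMIs and 0.980 at 1000 UMIs in PCs, from 0.211 to 0.0786 and 0.0117 in granule neurons, and in VA from 1.29 to 0.221 at the lower depth. Adding up the shares of the 3 glial types, in place of the share of their nuclei together, moved the difference from 0.431 to 1.45 points. Fewer UMIs per nucleus give fewer nuclei with a UMI by construction.

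The sign of *Ttr* changed most often. SCA1 mouse 1 holds nearly all of it among the SCA1 mice, and WT mice 2 and 3 hold most of it among the WT mice. In PCs its log2 fold change of 0.91 became -5.36 in DESeq2, -0.40 in limma-trend on the sums and -7.57 without WT mouse 1. Without the batch term it became 1.57, 1.91 and 1.56 in BG, VA and OL (from -1.65, -1.24 and -2.78), on nuclei 1.00, 1.04 and 1.00, without SCA1 mouse 2 1.76, 1.94 and 1.49, without SCA1 mouse 3 1.77, 1.71 and 1.39, and with the block in VA 0.56. All other sign changes came from a mouse left out. Without SCA1 mouse 1 or WT mouse 1, *Dner* became 0.043 in BG and 0.12 in VA, *Qk* -0.025 in VA and *Cd44* -0.19 in BG, each the same for both mice. *Rtn4* in OL became -0.056 without SCA1 mouse 1, -0.058 without WT mouse 1 and -0.016 without SCA1 mouse 3. Without SCA1 mouse 2, *Vim* became -0.039 and *Cd44* -0.030 in BG, *Apoe* -0.32 and *Clu* -0.15 in VA, and *Cryab* -0.059, *Apoe* -0.11 and *Jund* -0.0044 in OL. Without WT mouse 2, *Cd44* became -0.028 in BG, and without WT mouse 3, *Apoe* -0.11 and *Gfap* -0.051 in VA. Over all mice left out in turn, *Ttr* ranged from -7.57 to 4.54 in PCs, -5.84 to 1.77 in BG, -4.94 to 1.94 in VA and -10.21 to 1.49 in OL. In BG the ranges were -0.59 to 0.043 for *Dner*, -0.039 to 0.94 for *Vim* and -0.19 to 0.49 for *Cd44*, in VA -0.051 to 0.52 for *Gfap*, -0.025 to 0.31 for *Qk*, -0.15 to 0.63 for *Clu*, -0.55 to 0.12 for *Dner* and -0.32 to 0.56 for *Apoe*, and in OL -0.059 to 0.67 for *Cryab*, -0.11 to 0.88 for *Apoe*, -0.0044 to 0.79 for *Jund* and -0.058 to 0.20 for *Rtn4*. The cause was not tested for any of them.

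Scaled by library size only, the median log2 fold change of all tested genes shifted by 0.20 in PCs, 0.21 in the PC interaction, 0.29 in *hATXN1*+ and 0.14 in *hATXN1*- PCs against WT and 0.14 between the classes, and changes in PCs are relative to this choice. The genes called there kept their sign, 138 of 138 in *hATXN1*+ PCs and 113 of 113 between the classes. The lowest adjusted p of a panel over 66 tests was 0.0913, for the pan-reactive panel in BG without SCA1 mouse 3. *Bc1* in PCs had too few counts for edgeR without SCA1 mouse 1 or WT mouse 1. In the simulations edgeR called 65.0% of the changed genes in *hATXN1*+ PCs and 64.1% in OL, against 90.9% in granule neurons.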

Differences from the paper's values

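The tests listed here as alternatives were set before any comparison between genotypes was seen, apart from the SingleR label alone. The paper's test took nuclei as replicates, while the values here compare sums per mouse, except where the test on nuclei is named. That test is the paper's limma-trend on scran-normalized values, as its methods describe it.

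For PCs the paper's number of DEGs is 575, against 1 by edgeR on sums (684 genes at an unadjusted p under 0.05, and 81 called by DESeq2). For BG the paper gives 406, of which 255 up and 151 down, against 0 (0 up and 0 down; 221 at such a p, DESeq2 3). For VA the paper gives 157, with 114 up, against 0 and 0 (115 at such a p, DESeq2 0). For OL the paper gives 154, and 155 in its first results section, with 94 up, against 0 and 0 (85 at such a p, DESeq2 1). The test on nuclei came within 1.5 times the paper's value for each of these, with 551 DEGs in PCs, 402 in BG (254 up and 148 down), 138 in VA (96 up) and 193 in OL (122 up). None of the other alternatives set before did. In BG, VA and OL the genes at an unadjusted p under 0.05 were fewer than evenly spread p would give.

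The paper's share of PC DEGs that were lower is 56%, against 0% here, where the 1 DEG was higher. It was near the paper's with DESeq2 (80.2%), RLE factors (66.7%), no filter (65.5%), the replicate block (77.8%), without WT mouse 3 (62.5%) and on nuclei (59.5%), and was not under the remaining alternatives.

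Between *hATXN1*+ and WT PCs the paper gives 531 DEGs, of which 406 (76.5%) were upregulated, against 138 and 18 (13.0%) here. The test on nuclei gave 550, 425 and 77.3%, and edgeR with no filter gave 451 DEGs, within 1.5 times the paper's total but not for the upregulated ones. The remaining alternatives set before came near none of these. For *hATXN1*- against WT PCs the paper's number is 370, of which 355 were also DEGs of all SCA1 PCs, and 47 genes rose in both classes. Here these were 1, 1 and 1, and the test on nuclei, which was the 1 alternative near the paper's values, gave 327, 322 and 55. Between *hATXN1*+ and *hATXN1*- PCs the paper gives 35 DEGs, against 113 here, and none of the alternatives came within 1.5 times it, with 0 from the test on nuclei and 55 from DESeq2.

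The paper's log2 fold changes of *Hs6st3* in *hATXN1*+ and *hATXN1*- PCs are 2.4 and 1.2, against 3.30 and 2.42 on sums, and only the test on nuclei came within the error (2.37 and 1.22). The paper's test and the test on nuclei compare means of log2 values per nucleus, a scale unlike that of the sums. A difference in size between both scales is therefore not by itself a disagreement. For *Ralyl* the paper's are 1.7 and 1.08, against 0.79 and 0.61. The test on nuclei gave 1.71 and 1.09, thinning to 3000 UMIs gave 1.44 in *hATXN1*+ PCs, and leaving out WT mouse 3 gave 0.97 in *hATXN1*- PCs, each near the paper's value, and the remaining alternatives did not.

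The paper's Supplementary Table 3 gives 88.492% of SCA1 and 83.53% of WT OL as expressing mouse *Atxn1*, against 45.3% and 40.4% of nuclei with a UMI here, and none of the alternatives set before came near these values. Its Supplementary Table 4 gives 1.79667% of SCA1 and 0.409667% of WT glia with human *ATXN1*, against 0.545% and 0.113% here over BG, VA and OL nuclei together. Adding up the 3 separate shares, an alternative chosen after these values had been seen, gave 1.80% and 0.347%.

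Of the genes the paper names, edgeR on sums called 1 of 39 in PCs, 0 of 21 in BG, 0 of 17 in VA and 0 of 16 in OL, and the test on nuclei 36, 20, 13 and 16. In PCs, *Muc3a*, *Col5a1*, *Col18a1*, *Lgr5*, *Pde10a*, *Bcar1*, *Grin2a*, *Pcp4* and *Rgs8* were called by DESeq2, with the replicate block and with no filter, *Cacna2d2*, *Atp2a2* and *Garnl3* by DESeq2 and with the block, *Cntn5* and *Gng13* with the block and with no filter, *Cacna1g*, *Atp2a3*, *Grid2ip*, *Kcnab1* and *Itpr1* with the block alone and *Nrg1* and *Bc1* with no filter. RLE factors and leaving out WT mouse 2 each called *Col5a1* and *Lgr5*, and leaving out WT mouse 3 called *Nrg1*, *Muc3a* and *Lgr5*. In VA, *Gng13* was called with the block and without SCA1 mouse 2. In glia, *Ttr* was called without SCA1 mouse 1 or WT mouse 1, as lower in SCA1 mice. The paper states that *Ttr* rose in all 4 cell types. Its fitted log2 fold change was 0.91 in PCs but -1.65, -1.24 and -2.78 in BG, VA and OL, while the mean level in SCA1 mice was the higher one in each. On nuclei *Ttr* rose by 0.88, 1.00, 1.04 and 1.00, and it also rose in the 3 glial types without the batch term, without SCA1 mouse 2 and without SCA1 mouse 3, and in VA with the replicate block.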

Other observations

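The tests of the share of upregulated genes in draws by depth, of mouse *Atxn1* against the transgene and of the chance capture of human *ATXN1* were chosen only after these results had been seen.

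Differences between mice of one genotype may account for much of what a test on nuclei calls. limma-trend on nuclei called 551 DEGs between genotypes in PCs, 402 in BG, 138 in VA and 193 in OL. Between SCA1 mice 3 and 2, of one genotype and one batch, it called 1540, 1648, 1321 and 1748 genes in the same cell types, and between WT mice 3 and 2 67, 510, 340 and 1211, of which the PC number is below that between genotypes. Over all 10 splits of the mice into groups of 3, 5 in PCs, 8 in BG, 9 in VA and 9 in OL gave at least as many DEGs as the real one, which is among them. The values are in line with the explanation, and a change by genotype in the same genes stays open.

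On sums per mouse, other splits of the same mice show whether chance can be excluded, which 3 mice against 3 cannot do, as the share of splits is never under 1 of 10. At least as many DEGs as between genotypes came from 2 of 10 splits in PCs and, since the count was 0, from all 10 in BG, 10 in VA and 10 in OL (221, 115 and 85 genes at an unadjusted p under 0.05 in edgeR, and 3, 0 and 1 called by DESeq2). The interactions with granule neurons gave as many in 10 splits for BG, 10 for VA and 10 for OL. For *hATXN1*+ against WT PCs, with 138 DEGs, 1 of 10 splits gave as many, the real one, and the next highest gave 1, and for *hATXN1*- PCs 2 did. The highest counts among other splits in BG and VA came with SCA1 mouse 1, SCA1 mouse 2 and WT mouse 1 in one group. Both mice of batch 1 lie together in this split, so that the batch term leaves SCA1 mouse 2 against the other mice of batch 2. It is therefore not an even grouping, and the 3 further splits of this kind each set another single mouse apart. In OL the highest was 92, with SCA1 mouse 1, SCA1 mouse 3 and WT mouse 2 in one group. Among the 4 splits that part all numbered pairs, as the real one does, the highest count was 1 in BG and 1 in VA.

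A shift shared by all nuclei of a library was tested for the genes called on nuclei. If it were the cause, these genes would change alike in granule neurons and by as much, and show no interaction. The same sign without an interaction was found for 71.7% of the genes in BG, 81.8% in VA and 77.8% in OL, but the median ratio of the change in granule neurons to that in the cell type was 0.343, 0.645 and 0.575. As interactions, edgeR called only 39.5%, 33% and 9.50% of simulated changes, so that a missing interaction says little. In PCs the same sign without an interaction was found for 48.9%, with a median ratio of 0.189, and 43.2% of the genes had an unadjusted interaction p under 0.05, against 9.71% in BG. The size of the change and the misses in simulation were weighed only after the values had been seen. A shared shift and a change of the cell type itself cannot be told apart for these genes.

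*Itpr1*, *Pcp4* and *Gng13*, lower in all glia, are among the 15 PC markers listed before any comparison between genotypes was seen. Free RNA of PCs captured with every nucleus would lower all PC markers alike in every cell type of the SCA1 mice. Their median log2 fold change was -0.59 in granule neurons, -0.54 in BG, -0.69 in VA and -0.80 in OL, and the median difference from granule neurons was 0.041 in BG, 0.072 in VA and -0.091 in OL, with no marker past the threshold in either direction (lowest adjusted p = 1.00 in each). The values suggest that the fall of these genes in glia may reflect PC transcripts outside PCs, as a hypothesis. A fall of these genes in each cell type by itself, which glia and granule neurons would have to share, stays open.

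*Ttr* is the leading gene of choroid plexus, and its RNA may be captured with every nucleus where choroid plexus comes along with the cerebellum. SCA1 mouse 1 had the highest *Ttr* in all 5 cell types. In granule neurons, 13 of the 14 other choroid plexus markers seen also had their highest CPM in this mouse, against 2.33 by chance, and 10 of 14 did in BG, 7 of 13 in VA, 7 of 13 in OL and 5 of 13 in PCs. Mean *Ttr* over the SCA1 mice was 239.7 CPM in granule neurons without TMM scaling, of which no other SCA1 mouse had more than 2.15 CPM. WT mice 2 and 3 had 103 and 128 CPM there and WT mouse 1 had 3.60 CPM, so *Ttr* RNA was not confined to SCA1 mouse 1. The markers in this mouse are consistent with choroid plexus RNA as the source. A change of *Ttr* by genotype was not shown and stays open.

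Uneven sexes between the genotypes were tested with Y-linked genes and *Xist*. All 6 libraries held more UMIs of Y-linked genes (6505 to 26676) than of *Xist* (3 to 19), which argues against a female mouse in either group, and so against sex as a cause of differences between genotypes.

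The paper reports more upregulated genes in *hATXN1*+ than in *hATXN1*- PCs, and nuclei with a human *ATXN1* UMI were deeper in SCA1 mice 1 and 2, though not in SCA1 mouse 3. On nuclei, draws among the *hATXN1*- nuclei nearest in depth had fewer upregulated genes than *hATXN1*+ PCs in 100 of 100 draws, but these draws had a median of 41336 to 44631 UMIs against 48164 UMIs, so that depth cannot be told apart from a difference between the classes. As to the share of upregulated genes, more genes rose than fell in 100 of 100 draws, with a median of 90.4% upregulated, against 27.5% when all *hATXN1*- nuclei are taken, which suggests that the share of upregulated genes in this test may depend on the depth or the number of the nuclei drawn, a pair of explanations that the draws do not separate.

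At 3000 UMIs per nucleus, each SCA1 mouse had mouse *Atxn1* in more PC nuclei than each WT mouse. Reads of the transgene counted as mouse *Atxn1* could raise it where the transgene is seen. Between *hATXN1*+ and *hATXN1*- PCs its log2 fold change was 0.27 (SE 0.183, adjusted p = 0.678, edgeR), an error too large to decide, so that such reads cannot be told apart from a change of mouse *Atxn1* itself. Over all UMIs it was 0.32 in PCs and -0.088 in granule neurons, with a difference between them of 0.42 (adjusted p = 1.00).

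Human *ATXN1* was seen in 31 SCA1 PC nuclei and not in 110. If each nucleus held it alike and capture were by chance, its 46 UMIs spread by depth would reach 36.2 nuclei on average (32 to 40 in the middle 95% of 10000 draws). As few as seen came up in 1.85% of draws (one-sided), which argues against equal capture by depth alone, by a small margin. The mice differed too, with 12, 15 and 19 UMIs of human *ATXN1* in SCA1 mice 1, 2 and 3. Their PC nuclei held 2524692, 1068871 and 1744841 UMIs in all. Unevenness between mice therefore cannot be told apart from unevenness between nuclei of one mouse. Most nuclei without a UMI may still hold the transcript.

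The panels of reactive astrocyte genes had small medians, and other splits of the mice gave medians as far from 0. Of 10 splits, the real one included, 7 did for the pan-reactive, 5 for the A1 and 9 for the A2 panel in BG, and 4, 10 and 10 in VA, so that chance cannot be excluded for any of them.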
